# Ablation of liver *Fxr* results in an increased colonic mucus barrier in mice

**DOI:** 10.1016/j.jhepr.2021.100344

**Published:** 2021-08-04

**Authors:** Noortje Ijssennagger, Kristel S. van Rooijen, Stefanía Magnúsdóttir, José M. Ramos Pittol, Ellen C.L. Willemsen, Marcel R. de Zoete, Matthijs J.D. Baars, Paul B. Stege, Carolina Colliva, Roberto Pellicciari, Sameh A. Youssef, Alain de Bruin, Yvonne Vercoulen, Folkert Kuipers, Saskia W.C. van Mil

**Keywords:** Farnesoid X receptor, Liver-specific *Fxr*-KO mouse, Intestine-specific *Fxr*-KO mouse, Colon, Gut microbiome, Mucus layer, Liver–gut axis, BAs, bile acids, DSS, dextran sodium sulfate, Fgfr4, fibroblast growth factor receptor 4, FITC, fluorescein isothiocyanate, fpkm, fragments per kilobase of transcript per million mapped reads, *Fxr*, farnesoid X receptor, *Fxr*-intKO, intestine-specific *Fxr* knockout, *Fxr*-livKO, liver-specific *Fxr* knockout, *Fxr*-totKO, whole body *Fxr* knockout, GO, Gene Ontology, HID, high-iron diamine, IBD, inflammatory bowel disease, KEGG, Kyoto Encyclopedia of Genes and Genomes, RT qPCR, real-time quantitative PCR

## Abstract

**Background & Aims:**

The interorgan crosstalk between the liver and the intestine has been the focus of intense research. Key in this crosstalk are bile acids, which are secreted from the liver into the intestine, interact with the microbiome, and upon absorption reach back to the liver. The bile acid-activated farnesoid X receptor (*Fxr*) is involved in the gut-to-liver axis. However, liver-to-gut communication and the roles of bile acids and *Fxr* remain elusive. Herein, we aim to get a better understanding of *Fxr*-mediated liver-to-gut communication, particularly in colon functioning.

**Methods:**

Fxr floxed/floxed mice were crossed with cre-expressing mice to yield *Fxr* ablation in the intestine (*Fxr*-intKO), liver (*Fxr*-livKO), or total body (*Fxr*-totKO). The effects on colonic gene expression (RNA sequencing), the microbiome (16S sequencing), and mucus barrier function by *ex vivo* imaging were analysed.

**Results:**

Despite relatively small changes in biliary bile acid concentration and composition, more genes were differentially expressed in the colons of *Fxr*-livKO mice than in those of *Fxr*-intKO and *Fxr*-totKO mice (3272, 731, and 1824, respectively). The colons of *Fxr*-livKO showed increased expression of antimicrobial genes, Toll-like receptors, inflammasome-related genes and genes belonging to the ‘Mucin-type O-glycan biosynthesis’ pathway. *Fxr*-livKO mice have a microbiome profile favourable for the protective capacity of the mucus barrier. The thickness of the inner sterile mucus layer was increased and colitis symptoms reduced in *Fxr*-livKO mice.

**Conclusions:**

Targeting of *FXR* is at the forefront in the battle against metabolic diseases. We show that ablation of *Fxr* in the liver greatly impacts colonic gene expression and increased the colonic mucus barrier. Increasing the mucus barrier is of utmost importance to battle intestinal diseases such as inflammatory bowel disease, and we show that this might be done by antagonising *FXR* in the liver.

**Lay summary:**

This study shows that the communication of the liver to the intestine is crucial for intestinal health. Bile acids are key players in this liver-to-gut communication, and when *Fxr*, the master regulator of bile acid homoeostasis, is ablated in the liver, colonic gene expression is largely affected, and the protective capacity of the mucus barrier is increased.

## Highlights

• *Fxr* ablation in the mouse liver has a major impact on colonic gene expression.
• *Fxr* signalling is induced in the colons of liver *Fxr* knockout (*Fxr*-livKO) mice.
• In *Fxr*-livKO colons, expression of antimicrobial and mucus genes is increased.
• Microbiome of *Fxr*-livKO mice is indicative of enhanced mucus barrier function.
• *Fxr*-livKO mice have an increased mucus barrier.

## Introduction

The gut–liver axis refers to the crosstalk between the intestine and the liver, particularly mediated by microbiome- and diet-derived metabolites. The (patho)physiological relevance of this crosstalk is increasingly recognised. Key in this crosstalk are bile acids (BAs), which circulate between these organs within the enterohepatic circulation through the portal venous (gut-to-liver) and biliary (liver-to-gut) systems. In the liver, BAs are synthesised and conjugated with glycine or taurine, which increase their solubility. BAs are subsequently stored in the gallbladder. After food intake, bile is released into the intestine to facilitate absorption of dietary lipids. The majority (∼95%) of BAs is reabsorbed in the ileum and reaches the liver via the portal vein. Unabsorbed BAs enter the colon and are subsequently deconjugated and converted by bacteria into secondary BAs.^1^

Farnesoid X receptor (*Fxr*), which is the key regulator of BA transport, signalling, and metabolism^2^ is highly expressed in the gut–liver axis. In the liver, *Fxr* determines the synthesis of the primary BAs and their transport from liver cells into the biliary system by regulating transcription of several key genes, including *Cyp7a1*, *Cyp8b1*, *Shp*, and *Bsep.*^1^ In the ileum, where *Fxr* is activated by absorbed BAs, *Fxr* regulates transcription of *Ibabp*, *Ostα*, and *β*, which are involved in BA uptake,^1^ and of *FGF15* (*FGF19* in humans), which is a key enterokine involved in gut–liver communication.^3^

Fgf15/19 is secreted at the basolateral membrane of enterocytes and reaches the liver via the portal vein. Here it binds to the Fibroblast growth factor receptor 4 (Fgfr4)/β-klotho complex on hepatocytes, which subsequently represses BA synthesis via *Cyp7a1*.^3^ Next to regulation of BA synthesis, *FXR*-mediated expression of *FGF15/19* has other functions. Mice lacking *Fgf15* fail to maintain glucose homoeostasis.^4^ Pharmacological administration or overexpression of *FGF19* restores glucose homoeostasis and glycogen metabolism.^5^^,^^6^ In conclusion, *FXR*-mediated *FGF15/19* expression plays a key role in gut-to-liver communication.

By contrast to gut-to-liver communication, much less is known about liver-to-gut communication. It is known that decreased bile flow from the liver to the intestine in humans and mice results in bacterial overgrowth, which is reversed by oral BA treatment.^7^^,^^8^ Additionally, BAs contribute to the exclusion of certain bacteria, favouring others.^7^^,^^8^ Some pathobionts, such as *Bilophila wadsworthia*, are not only BA resistant, but their growth is favoured by taurine-conjugated, but not glycine-conjugated, BA,^9^ indicating that hepatic BA output influences the gut microbiota composition, potentially impacting intestinal functions. However, the role of liver *Fxr* in this respect, for example, by modulating biliary BA concentration and composition, as well as the potential consequences on intestinal integrity and function remain elusive.

To gain a better understanding of liver-to-gut communication by *Fxr*-regulated BA synthesis and secretion, we generated mice in which we ablated *Fxr* tissue specifically in either the liver or the intestine and studied colonic gene expression, the microbiome and mucus barrier characteristics.

## Materials and methods

### Mice

The experiment was approved by the ethics committee of the University Medical Center Utrecht and was in accordance with European law. To generate whole-body (*Fxr*-totKO), liver-specific (*Fxr*-livKO), and intestine-specific (*Fxr*-intKO) *Fxr*-null mice, homozygous *Fxr*-floxed mice (C57Bl6J *Fxr* fl/fl, kindly provided by K. Schoonjans, Ecole Polytechnique Federale de Lausanne, Switzerland^10^) were crossed with C57Bl6J mice harbouring a cre-recombinase allele under the control of the meox2 promoter (Meox2-cre mice, stock 003755), albumin promoter (Alb-Cre mice, stock 003574), and villin promoter (Villin-Cre mice, stock 004586) from The Jackson Laboratory, respectively. *Fxr*-floxed mice were used as control. For genotyping, DNA was isolated from the mouse ear. Genotyping was performed as described previously^10^ and by protocols supplied by Jackson Laboratory. Ablation of *Fxr* mRNA in the colonic tissue was validated by real-time quantitative PCR (RT-qPCR) using primers Fw: 5′-tgagaacccacagcatttcg-3′, Rv: 5′-gcgtggtgatggttgaatgtc-3′. qPCR was performed on a CFX384 Real-Time system by using FastStart Universal SYBR Green Master Mix (Roche, Basel, Switzerland).

Male mice of 9–12 weeks old were included. The number of mice used per experiment is indicated in the figure legends. Mice were fed a purified diet (AIN-93M, Research Diets, Wijk bij Duurstede, The Netherlands) and drinking water *ad libitum*. Mice were individually housed in a room with controlled temperature (20–24°C), relative humidity (55% ± 15%), and a 12-h light–dark cycle. Mice were acclimatised for 1 week; after that, the intervention period of 1 week started in which mice remained on the same diet and body weight was recorded. Mice were fasted 4 h before sacrifice, and 0.6 mg/g bodyweight of fluorescein isothiocyanate (FITC)-conjugated dextran (Sigma, St. Louis, MO, USA; molecular mass 3–5 kDa) was given to measure intestinal permeability, which is a measurement to determine epithelial leakage by dysfunctional tight junctions. After 4 h, blood was collected to measure FITC plasma concentrations. The colon was excised, mesenteric fat was removed, and the colon was opened longitudinally, washed in PBS, and cut into 3 parts. The middle 1.5-cm colon tissue was formalin fixed and paraffin embedded for histology. The remaining proximal and distal parts were scraped. Scrapings include the epithelial lining and lamina propria, but not the muscle layer. These scrapings were pooled per mouse, snap-frozen in liquid nitrogen, and stored at −80°C until further analysis. Colonic contents were sampled and snap-frozen for microbiota analysis. Colitis was induced by administration of 2.5% (w/v) dextran sodium sulfate (DSS; molecular mass 36–50 kDa; MP Biomedicals, Solon, Ohio, USA) in drinking water for 10 days. Rectal bleeding was scored on a scale from 0 to 5, indicating no (0) to very severe (5) rectal bleeding.

### Western blot analysis

Western blot on the liver, colon, and kidney tissue was performed as described in the Supplementary information.

### RNA isolation, sequencing, and qPCR

Total RNA from the colon was isolated for sequencing and qPCR; see Supplementary information and File S1. Sequencing data can be found in Gene Expression Omnibus under accession number GSE163157.

### Histology and immunohistochemistry

H&E, Muc2, and high-iron diamine (HID) stainings and quantification are described in the Supplementary information.

### Plasma and gall bladder BAs

Plasma and gall bladder BAs were determined as described in the Supplementary information.

### Bacterial DNA isolation and 16S rRNA gene sequencing and analyses

Bacterial DNA was isolated for 16S rRNA gene sequencing, as described in the Supplementary information.

### Mucus layer measurements

Mucus barrier function was determined in n = 5 *Fxr*-intKO and *Fxr*-livKO and n = 7 control mice. See the Supplementary information.

### Statistical analysis

Differences between the groups were tested by Student’s *t* test using GraphPad Prism 8 (GraphPad Software, San Diego, California, USA). RNA and bacterial sequencing data were analysed statistically as indicated in the respective methods descriptions.

## Results

To study the *Fxr*-dependent communication between the liver and the intestine, we compared *Fxr* floxed (control) with whole-body (*Fxr*-totKO), intestine-specific (*Fxr*-intKO), and liver-specific (*Fxr*-livKO) *Fxr* knockout mice. Absence of *Fxr* protein was validated by Western blot (Fig. S1). Ablation of *Fxr* in either the liver or the intestine had no effect on body weight (Fig. 1A) or intestinal permeability (Fig. 1B). However, the *Fxr*-totKO mice had a significantly decreased body weight and an increased intestinal permeability. Ablation of *Fxr* in the colons of the *Fxr*-intKO and *Fxr*-totKO was checked by qPCR (Fig. 1C). Remarkably, *Fxr* expression in colonocytes of the *Fxr*-livKO tended to increase. 

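RNA from colonic scrapings of 12 mice was sequenced, with 3 controls, 3 *Fxr*-livKO, 3 *Fxr*-intKO and 3 *Fxr*-totKO. The authors deposited 1 value per gene and mouse, an estimated read count divided by a factor for the size of the library. Groups were compared with limma on log2(value + 1), so every log2 fold change is on that scale and understates the change of genes with low values. A gene was called when its Benjamini-Hochberg adjusted p was at most 0.05. *Nr1h4*, the gene that encodes FXR, lies on the minus strand of chromosome 10 of mm9 from 88916979 to 88996330. Its value was 553, 420 and 499 in the control mice, 223, 279 and 400 in the *Fxr*-intKO, 495, 228 and 500 in the *Fxr*-totKO, and 1181, 1402 and 1473 in the *Fxr*-livKO. All 3 *Fxr*-intKO mice were below all 3 controls, whereas 2 of the 3 *Fxr*-totKO mice lay within the range of the controls. The value covers the gene as a whole, values of single exons were not analysed here, and the level of *Nr1h4* therefore gives no check of the label *Fxr*-totKO. In the *Fxr*-livKO, *Nr1h4* had a log2 fold change of 1.46 against the controls (standard error 0.14, adjusted p = 3.2e-04, limma with Benjamini-Hochberg adjustment). *Fabp6*, which encodes the ileal bile acid binding protein, lies on chromosome 11 from 43409551 to 43415042. Its value was 88.1 ± 37.8 (SD, n = 3 mice) in the controls, 685 ± 97.3 in the *Fxr*-livKO, 9.91 ± 2.17 in the *Fxr*-intKO and 5.75 ± 0.154 in the *Fxr*-totKO. The log2 fold change was 3.04 in the *Fxr*-livKO (standard error 0.32, adjusted p = 4.85e-04, limma with Benjamini-Hochberg adjustment) and -3.62 in the *Fxr*-totKO (standard error 0.43, adjusted p = 0.00948, same test). The *Fxr*-totKO call was lost without control mouse 44 (-3.35) and with limma-voom. *Fabp6* had in the *Fxr*-intKO a log2 fold change of -2.94 and was below every control in every mouse, but did not pass over all genes (adjusted p = 0.551, limma with Benjamini-Hochberg adjustment). It was called there with all 12 mice in one fit, and without control mouse 82 (-3.35). The bile acid transporter genes *Slc51a* (*Osta*; chromosome 16, 32475608 to 32487965), *Slc51b* (*Ostb*; chromosome 9, 65260560 to 65270580) and *Slc10a2* (chromosome 8, 5085623 to 5105232) rose in the *Fxr*-livKO by 3.47, 2.00 and 2.98 on the log2 scale. Their standard errors were 0.15, 0.15 and 0.16, and the adjusted p ranged from 2.74e-05 to 1.28e-04 (limma with Benjamini-Hochberg adjustment). *Slc51b* overlaps exons of *Rasl12* on the other strand. *Slc51a* was at 3145 ± 115 (SD, n = 3 mice) in the *Fxr*-livKO against 286 ± 59.5 in the controls. *Slc10a2* rose by 1.78 in the *Fxr*-totKO (adjusted p = 0.00386, limma with Benjamini-Hochberg adjustment), while *Slc51a* (0.74) and *Slc51b* (0.00) were not called there. None of the 3 transporter genes was called in the *Fxr*-intKO, with 0.18 for *Slc51a*, -0.25 for *Slc51b* and 0.93 for *Slc10a2*. Without *Fxr*-intKO mouse 75 *Slc51a* was at -0.23, and without *Fxr*-intKO mouse 13 *Slc51b* was at 0.33. *Slc51b* changed sign in the *Fxr*-totKO in several fits, from -0.52 without *Fxr*-totKO mouse 2 and -0.26 with libraries scaled to epithelial genes to -0.08 without control mouse 82, -0.04 without control mouse 44 and -0.03 with upper-quartile factors. Compared directly, all 5 genes were higher in the *Fxr*-livKO than in the *Fxr*-intKO, by 2.20 for *Nr1h4*, 5.99 for *Fabp6*, 3.29 for *Slc51a*, 2.25 for *Slc51b* and 2.05 for *Slc10a2*, with adjusted p from 2.41e-06 to 0.0105 (limma with Benjamini-Hochberg adjustment, all 12 mice in the fit). As a list, these 5 genes were all called in the *Fxr*-livKO, with a median log2 fold change of 2.98, and all 5 also when adjusted over the list alone. In the *Fxr*-intKO 0 were called over all genes, 2 when adjusted over the list alone and 2 at an unadjusted p under 0.05, and in the *Fxr*-totKO the counts were 2, 3 and 3. The study displays these genes from these samples, so the counts over the list alone are not independent evidence. A score of proximal minus distal colon genes, given below, was 5.33 to 6.05 in the *Fxr*-livKO and 0.28 to 1.10 in the controls. Whether such a difference moved these 5 genes was not tested, and *Slc10a2* also rose in the *Fxr*-totKO. Their rise alone is therefore no measure of FXR activity.

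**Figure D1:**
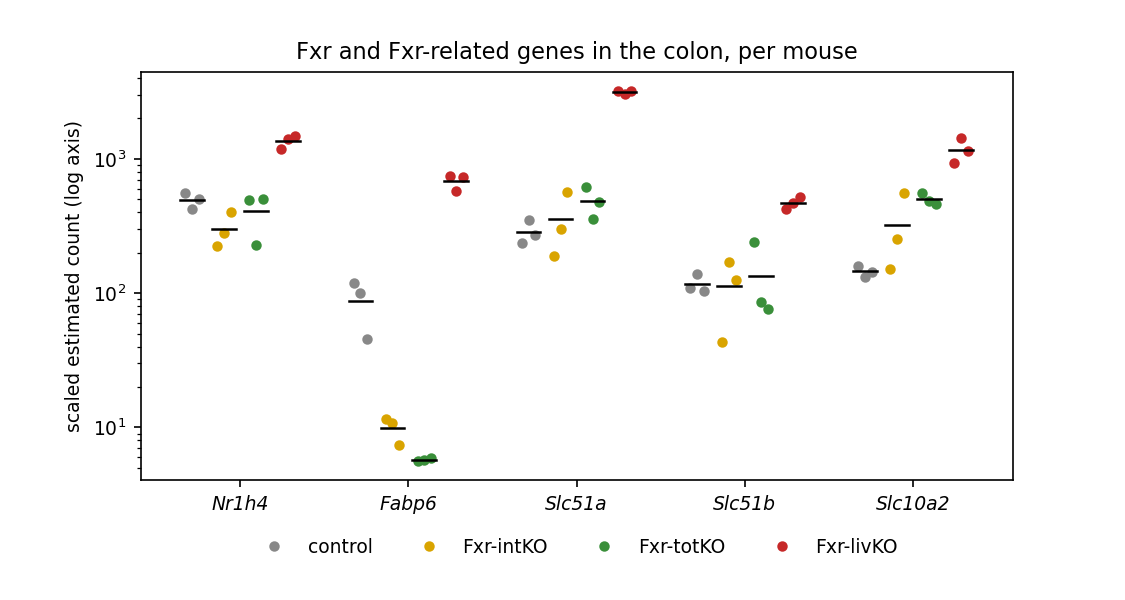
Deposited values of *Nr1h4*, *Fabp6*, *Slc51a*, *Slc51b* and *Slc10a2* in each of the 12 mice, on a log axis. Each point is 1 mouse and the black line is the group mean. For *Fabp6* the 3 *Fxr*-livKO mice lie between 573 and 748 and the 3 controls between 45.9 and 119, whereas for *Nr1h4* the *Fxr*-totKO mice overlap with the controls.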

Colon-specific *Fxr-*target genes are currently unidentified, but we see a significant increase of known ileal *Fxr*-target genes in the colons of the *Fxr*-livKO (Fig. 1D), implying that *Fxr* signalling is increased in colonocytes of the *Fxr*-livKO mice.

**Fig. 1:**
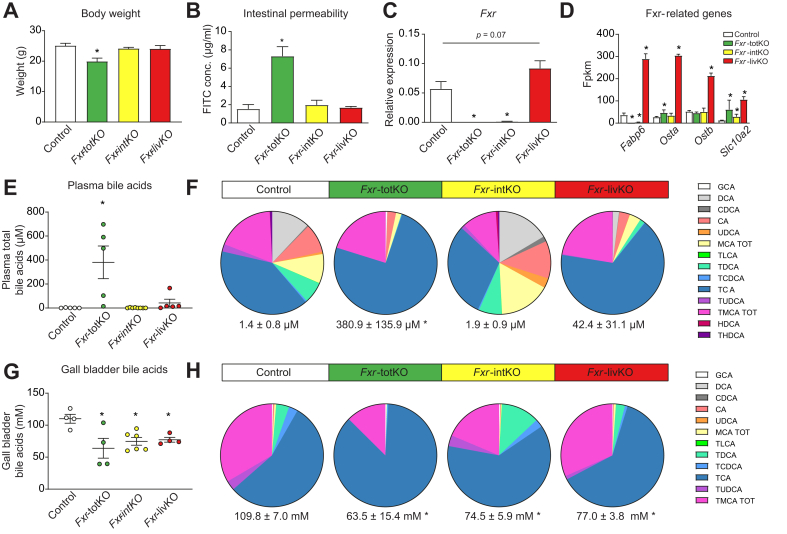
Characteristics of the animal models. (A) Body weight of the different models. (B) Intestinal permeability as determined by FITC dextran plasma concentrations. (C) Relative FXR expression in colon determined by qPCR. (D) Expression of *Fxr*-related genes in fpkm as determined by RNA sequencing. (E) Plasma bile concentrations and (F) relative plasma bile composition. (G) Gall bladder bile concentration and (H) relative gall bladder bile composition. All data are shown as mean ± SEM (n = 4–8 mice per group, except for (D) in which n = 3). Values for *Fxr*-intKO, *Fxr*-livKO, and *Fxr*-totKO *vs.* controls were tested using Student’s *t* test, and ∗ indicates *p* <0.05. FITC, fluorescein isothiocyanate; fpkm, fragments per kilobase of transcript per million mapped reads; FXR, farnesoid X receptor; *Fxr*-intKO, intestine-specific *Fxr* knockout; *Fxr*-livKO, liver-specific *Fxr* knockout; *Fxr*-totKO, whole-body *Fxr* knockout; qPCR, quantitative PCR.

Because *Fxr* is the main regulator of BA synthesis, we investigated plasma and gall bladder BA levels and composition. In plasma, the serum BA concentration was not different between the *Fxr*-livKO, *Fxr*-intKO, and control mice (Fig. 1E). This is in line with previous data,^11^ showing that BA levels can be maintained when *Fxr* is ablated in either the liver or the intestine. The total BA concentration was strongly increased in the *Fxr*-totKO, mainly caused by elevated levels of conjugated BA (Fig. 1F), which indicates that this model has severe liver problems leading to spillover of BA to the systemic circulation. A previous study also found increased plasma bile concentrations in the *Fxr*-totKO, but not in the *Fxr*-livKO and *Fxr*-intKO,^12^ although the total plasma concentration was lower, which might be explained by a different diet or the difference in the Fxr KO model (exon 11 *vs.* exon 6 ablation).

The total BA concentration in the gall bladder bile, which enters the intestine after gall bladder contraction, was decreased in the *Fxr*-totKO, *Fxr*-intKO, and *Fxr*-livKO compared with that in the controls (Fig. 1G). However, the relative composition of the gall bladder bile was not different between the *Fxr*-livKO and the controls (Fig. 1H). Overall, this showed that BA concentration and composition can be maintained in the absence of *Fxr* in either the liver or the intestine. The ablation of FXR in both tissues, or the accompanying ablation of FXR in other tissues in the *Fxr*-totKO, causes the deregulation of BA homoeostasis.

### Ablation of liver *Fxr* has a major impact on colonic gene expression

Next, we used RNA sequencing to investigate the effect of *Fxr* ablation on colonic gene expression. 

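The colons came from male mice aged 9 to 12 weeks that had fasted for 4 h. The controls carried *Fxr* alleles flanked by loxP sites, without a recombinase. The proximal and distal parts of each colon were scraped and pooled per mouse, so that a sample holds epithelium and lamina propria, and a middle piece was kept for histology. Libraries of polyadenylated RNA were read from a single end. The authors aligned the reads to mm9 with TopHat and quantified RefSeq genes with the Cufflinks suite under default parameters, and tested each knockout pairwise against the controls at a q-value under 0.05. The deposited table holds 23956 genes and 12 mice. Its values are estimated counts that the authors had divided by a size factor, so the unit is a scaled signal and not a raw count. Within each library nearly all low values are whole multiples of 1 step, from 98.6% of them in control mouse 44 to 99.1% in *Fxr*-totKO mouse 2. The total divided by that step estimates the reads on genes. This gave 5538042 to 8945931 reads per mouse in the controls (median 7002061), 5944631 to 8676142 in the *Fxr*-livKO (median 8013870), 6530989 to 8326508 in the *Fxr*-intKO (median 8187392) and 5944055 to 7658243 in the *Fxr*-totKO (median 7397303). The gene with the largest share was *Lars2* in all libraries but 1, with 1.64% to 6.10%, and *Lypd8* with 1.63% in *Fxr*-totKO mouse 2. No pair of mice within a group differed by as little as sampling noise, since chi-square per gene, which lies near 1 for repeats of 1 library, was between 14.3 and 50.4. *Xist* was at most 19.5, and *Ddx3y*, on the Y chromosome, was at least 279 in every mouse. For each knockout against the controls, only those 6 mice entered the fit, and genes with a mean value of at least 10 were tested. The 2 direct comparisons of the *Fxr*-livKO with another knockout used all 12 mice. With 3 mice against 3, an exact two-sided permutation test of a single gene cannot go below p = 0.1, so calls rest on limma's moderated test, which shares the spread across genes. Annotations of mm9 from GENCODE gave the coordinates. The authors do not state that strand was used in counting, so genes with overlapping exons are named where they matter.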

A distribution of the significant changes in expression for the *Fxr*-totKO, *Fxr*-intKO, and *Fxr*-livKO compared with the controls is visualised in volcano plots (Fig. 2A–C). 

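Of 12915 genes tested in the *Fxr*-livKO, 3507 were called, 1671 higher and 1836 lower than in the controls (5151 at an unadjusted p under 0.05). The count in the *Fxr*-totKO was 641 of 13006 genes, 287 higher and 354 lower (3223 unadjusted). In the *Fxr*-intKO 0 of 13093 genes were called, with 1171 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.551 (limma with Benjamini-Hochberg adjustment). The SD of the log2 fold changes over all genes tested was 1.16 in the *Fxr*-livKO, 0.88 in the *Fxr*-totKO and 0.53 in the *Fxr*-intKO. The share of genes that changed more than 2-fold was 18.8%, 14.5% and 6.06%, respectively. Called genes ranged from -8.09 to 4.25 in the *Fxr*-livKO and from -5.49 to 2.72 in the *Fxr*-totKO. In 5821 genes (45.1%) all 3 *Fxr*-livKO mice lay beyond all 3 controls, against 10% by chance for 3 against 3. This held for 3962 genes (30.5%) in the *Fxr*-totKO and 2040 genes (15.6%) in the *Fxr*-intKO. Limma-voom on the deposited values gave the lowest *Fxr*-livKO count among the other settings, 2379, of which 2377 were among the 3507. Scaling each library to a list of epithelial genes moved the median log2 fold change of all genes in the *Fxr*-livKO from -0.03 to -0.34 and in the *Fxr*-totKO from -0.03 to -0.30. With that scaling 16.3% of 3736 called genes were higher in the *Fxr*-livKO, compared with 47.6% as deposited, and 17.0% of 777 in the *Fxr*-totKO, compared with 44.8%. Single mice weighed on these counts. Without *Fxr*-livKO mouse 132 the *Fxr*-livKO count was 2049, and without mouse 151 it was 2157. The *Fxr*-totKO count was 54 without control mouse 44, 403 without control mouse 45 and 970 without control mouse 82, and it was 101 without *Fxr*-totKO mouse 2 and 58 without *Fxr*-totKO mouse 3. Of the genes called in the *Fxr*-totKO, 75.9% were higher without control mouse 44 and 23.6% without control mouse 82, compared with 44.8% as deposited. The *Fxr*-intKO count was 43 without control mouse 82.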

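Among called genes with a mean of at least 100 in the higher group and no overlap between mice, the 5 largest rises in the *Fxr*-livKO were *Sis* (log2 fold change 3.65), *Cubn* (3.62), *Slc51a*, *Ces1g* (3.45) and *Abca12* (3.24). *Sis*, which encodes sucrase-isomaltase, lies on chromosome 3 of mm9 from 72692479 to 72771785. Its value was 910 ± 72.5 (SD, n = 3 mice) in the *Fxr*-livKO and 82.0 ± 53.6 in the controls (standard error 0.39, adjusted p = 5.2e-04, limma with Benjamini-Hochberg adjustment). The 5 largest falls were *Des* (-8.09), *Actg2* (-7.45), *Hoxd13* (-7.33), *Cnn1* (-7.32) and *Acta2* (-7.27). *Des* encodes desmin, a filament protein of muscle, and lies on chromosome 1 from 75356904 to 75365154. It ranged from 3.57 to 8.68 in the *Fxr*-livKO and from 179 to 10031 in the controls (standard error 1.23, adjusted p = 0.00256, limma with Benjamini-Hochberg adjustment). *Actg2*, *Cnn1* and *Acta2* also encode muscle proteins, and their controls spread as widely, from 138 to 5319 for *Actg2* and from 422 to 13080 for *Acta2*. *Hoxd13*, a gene of the Hox cluster on chromosome 2 (74506367 to 74509656), was between 259 and 892 in the controls and between 0 and 37.3 in the *Fxr*-livKO. None of these 5 falls was called with limma-voom, on the values or, as an alternative chosen after seeing the data, on reads estimated from the step of each library. The 5 largest rises in the *Fxr*-totKO were *Osr2* (2.72), *Isx* (2.72), *Ugt1a1* (2.59), *Cyp4b1* (2.40) and *Kcnh3* (2.39). *Ugt1a1* shares exons with other *Ugt1a* genes, so its value is uncertain. *Cyp4b1* was not called without control mouse 44 (2.51) or *Fxr*-totKO mouse 3 (2.45), nor *Kcnh3* without control mouse 44 (1.94), *Fxr*-totKO mouse 2 (2.55) or *Fxr*-totKO mouse 3 (2.14). The 5 largest falls were *Actg2* (-5.49), *Flnc* (-5.32), *Enah* (-4.72), *Aspn* (-4.55) and *Aoc3* (-4.51), with adjusted p from 0.0200 to 0.0473 (limma with Benjamini-Hochberg adjustment). None of the 5 was called with limma-voom or without control mouse 44 (-5.20 to -4.27), *Fxr*-totKO mouse 2 (-5.17 to -3.87) or *Fxr*-totKO mouse 3 (-5.80 to -4.22). Without control mouse 45 *Actg2* (-4.32), *Flnc* (-4.08), *Enah* (-3.81) and *Aoc3* (-3.67) were not called either, and the same held without *Fxr*-totKO mouse 60 for *Actg2* (-5.60), *Flnc* (-5.47) and *Enah* (-5.14). *Flnc*, *Enah* and *Aoc3* were also not called with pseudocount 5, with a mean of at least 50 or without a filter on low values, nor *Actg2* without that filter. No gene met the rule in the *Fxr*-intKO.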

The *Fxr*-livKO group shows the largest number of differentially expressed genes as well as the highest log2 fold changes (Fig. 2C). Remarkably, the effect of ablating *Fxr* in the liver on colonic gene expression is much larger than the effect of intestine-specific ablation or whole-body *Fxr* ablation. 

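Compared directly, 1559 of 12826 genes were called between the *Fxr*-livKO and the *Fxr*-intKO, 620 higher and 939 lower in the *Fxr*-livKO (3611 at an unadjusted p under 0.05). The SD of these log2 fold changes was 0.89, and 13.8% of genes differed more than 2-fold. Between the *Fxr*-livKO and the *Fxr*-totKO 79 genes were called, 26 higher and 53 lower in the *Fxr*-livKO (1676 unadjusted), with an SD of 0.52 and 5.90% of genes more than 2-fold apart. With limma-voom the counts were 810 against the *Fxr*-intKO and 15 against the *Fxr*-totKO. With scaling to epithelial genes 1660 and 41 genes were called, and 1079 and 41 of them were also called as deposited. Of the 1660 and 41 genes, 8.43% and 22.0% were higher in the *Fxr*-livKO, compared with 39.8% and 32.9% as deposited, and the median over all genes against the *Fxr*-intKO moved from -0.01 to -0.30. Leaving out *Fxr*-intKO mouse 13 lowered the count against the *Fxr*-intKO to 451, and leaving out *Fxr*-intKO mouse 15 or *Fxr*-livKO mouse 132, 141 or 151 lowered it to between 672 and 747. Without *Fxr*-intKO mouse 75 it was 2492. Against the *Fxr*-totKO the count was between 15 and 36 without control mouse 44 or 82, any *Fxr*-livKO mouse or any *Fxr*-totKO mouse, and 124 without *Fxr*-intKO mouse 75.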

The Venn diagram (Fig. 2D) illustrates that the colons of the *Fxr*-livKO show in total 3,272 differentially expressed genes, of which 47% is specific for this model and not shared by the *Fxr*-totKO and *Fxr*-intKO. 

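Of the 3507 genes called here in the *Fxr*-livKO, 622 were also called in the *Fxr*-totKO and 2885 (82.3%) in no other knockout. Another 19 genes were called in the *Fxr*-totKO alone, and 0 genes in the *Fxr*-intKO. With all 12 mice in one fit, the setting that moved this share most, it was 56.4%. A gene called in the *Fxr*-livKO alone need not differ from the other knockouts. Compared directly, 79 genes were called between *Fxr*-livKO and *Fxr*-totKO and 1559 between *Fxr*-livKO and *Fxr*-intKO. The number shared by *Fxr*-livKO and *Fxr*-totKO depended on single mice. It was 53 without control mouse 44, 58 without *Fxr*-totKO mouse 3, 99 without *Fxr*-totKO mouse 2 and 399 without control mouse 45, and 901 without control mouse 82, where another 43 genes were called in all 3 knockouts. Limma-voom on the values gave 255 shared genes and all 12 mice in one fit 1219. The number in the *Fxr*-livKO alone was 1467, 1861 and 1568 without *Fxr*-livKO mouse 132, 141 and 151. The number in the *Fxr*-totKO alone ran from 0 without *Fxr*-totKO mouse 3 to 73 without *Fxr*-totKO mouse 60. The 3 comparisons share the control mice, so their log2 fold changes correlate without any effect. In 100 simulations of unchanged groups against the same controls, the median Pearson correlation across genes was 0.55, with a range from -0.42 to 0.98. The observed correlations were 0.68 between *Fxr*-livKO and *Fxr*-intKO, 0.91 between *Fxr*-livKO and *Fxr*-totKO and 0.70 between *Fxr*-intKO and *Fxr*-totKO, and 31, 5 and 29 of the 100 simulations were as high. The share of genes with the same sign was 69.7%, 77.7% and 67.1%, against a simulated median of 68.1%. The largest simulated overlap of called genes was 1, compared with the 622 observed. Unchanged groups have almost no calls to share (median overlap 0). The simulations therefore do not show how much overlap shared controls would give between groups with many calls. These correlations are across genes, which are not independent replicates. The paper takes the number of genes that differ in the *Fxr*-livKO, and the part of them specific for this model, and concludes from this that the liver receptor is a major determinant of expression in the colon.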

Ablation of liver *Fxr* is thus a major determinant of colonic gene expression, underlying the importance of liver-to-gut communication.

**Fig. 2:**
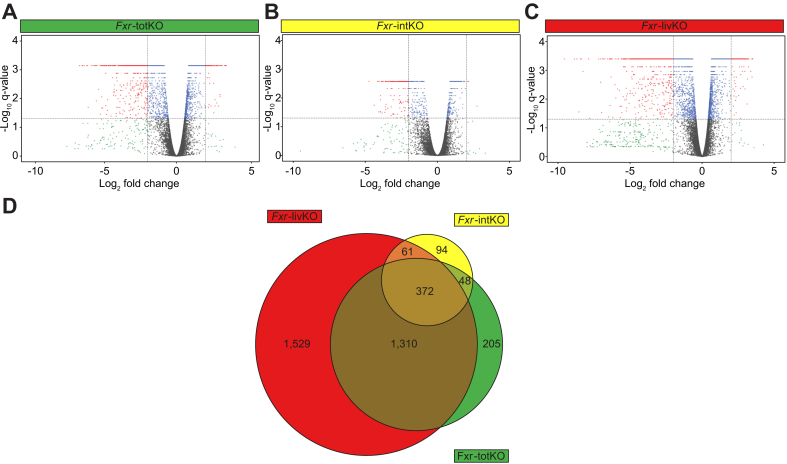
Ablation of *Fxr* in the liver has a major impact on colonic gene expression. Volcano plots of RNA sequencing data of colons of (A) *Fxr*-totKO, (B) *Fxr*-intKO, and (C) *Fxr*-livKO mice compared with controls. X-axes: genes located on the right-hand side of zero have a higher expression in the KO model compared with control, whereas points on the left of zero are more highly expressed in the control. Grey: |fold change| <2, q-value >0.05. Green: |fold change| >2, q-value >0.05. Blue: |fold change| <2, q-value <0.05. Red: |fold change| >2, q-value <0.05. The q-value is calculated by cufflink test statistics. (D) Proportional Venn diagram showing numbers of significantly changed genes in the colon of the different KO models compared with controls. *Fxr*, farnesoid X receptor; *Fxr*-intKO, intestine-specific *Fxr* knockout; *Fxr*-livKO, liver-specific *Fxr* knockout; *Fxr*-totKO, whole-body *Fxr* knockout; KO, knockout.

### Ablation of liver *Fxr* changes colonic defence response to bacteria

To get more insight into the affected pathways in the colons of the *Fxr*-livKO and *Fxr*-intKO compared with the controls, we performed Gene Ontology (GO)-term enrichment analysis. For reasons indicated above, the *Fxr*-totKO group was excluded from further analysis. The main GO categories that were enriched in the *Fxr*-livKO compared with the controls involved defence response to bacteria, metabolism, and inflammation (Fig. 3A). All these pathways were regulated to a lower extent or not significant in the *Fxr*-intKO compared with the controls. 

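Fig. 3B displays 37 genes of the term for the response to bacterium, and these 37 were analysed here. The complete annotation of the term was not used here. In the *Fxr*-livKO all 37 were tested and 33 were called, 20 higher and 13 lower than in the controls. In the *Fxr*-intKO 36 were tested and 0 were called, with 10 at an unadjusted p under 0.05. The count in the *Fxr*-totKO was 5 of 37. Adjusted over the list alone, the counts were 35 in the *Fxr*-livKO, 0 in the *Fxr*-intKO and 13 in the *Fxr*-totKO. The study chose the list on these samples, so these counts are not independent evidence. Between *Fxr*-livKO and *Fxr*-intKO directly, 17 of the 37 genes were called, and 22 when adjusted over the list alone. The median log2 fold change of the list was 0.45 in the *Fxr*-livKO and -0.31 in the *Fxr*-intKO, with members moving both ways. The set as a whole was past the threshold in the *Fxr*-livKO under fry, which asks whether a list moved at all (adjusted p = 6.97e-04, limma with Benjamini-Hochberg adjustment). The set was not past it under camera (adjusted p = 0.106, same adjustment). Camera asks whether a list moved more than the other genes tested, and presets the correlation between genes. It was past neither in the *Fxr*-intKO. Among other settings, scaling to epithelial genes and limma-voom on the values lowered the *Fxr*-livKO count most, to 25 each. Leaving out single mice gave 22 to 33 genes.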

With regard to the GO term ‘response to bacterium’, 165 out of 367 genes were significantly different in the *Fxr*-livKO *vs.* controls, compared with only 31 in the *Fxr*-intKO. We performed hierarchical clustering on all genes included in the ‘response to bacterium’ GO term (GO: 0009617) (Fig. 3B and qPCR validation in Fig. S2). The controls and *Fxr*-intKO cluster separately from the *Fxr*-livKO. 

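The 37 genes of Fig. 3B were clustered here by complete linkage of the Euclidean distances between the 9 mice, on log2 values centred and scaled per gene. At 3 clusters the mice fell into controls, *Fxr*-intKO and *Fxr*-livKO without exception. The largest distance within the *Fxr*-livKO was 6.06 and the smallest from an *Fxr*-livKO mouse to another mouse was 7.11. The largest distance among the other 6 mice was 8.19. The topmost split of the tree set the 3 *Fxr*-livKO mice apart from the other 6. Of 1000 random lists of 37 genes matched on mean expression, 192 (19.2%) also did so at that split. The random lists were not scored at 3 clusters.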

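*Reg3b* and *Reg3g*, paralogs on chromosome 6 of mm9 (78320879 to 78323460 and 78416262 to 78418868), encode secreted lectins, and reads could have been split between them. *Reg3b* was at 2420 ± 1609 (SD, n = 3 mice) in the controls, 10391 ± 3968 in the *Fxr*-livKO and 674 ± 254 in the *Fxr*-intKO. It had a log2 fold change of 2.21 in the *Fxr*-livKO (standard error 0.45, adjusted p = 0.00903, limma with Benjamini-Hochberg adjustment) and of -1.72 in the *Fxr*-intKO (standard error 0.43, adjusted p = 0.551, same test). All 3 *Fxr*-intKO mice were below all 3 controls, but that fall was not past the threshold over all genes. *Reg3g* was at 453 ± 344 in the controls, 1751 ± 734 in the *Fxr*-livKO and 156 ± 68.9 in the *Fxr*-intKO (SD, n = 3 mice each). Its log2 fold change was 2.11 in the *Fxr*-livKO (standard error 0.53, adjusted p = 0.0206, limma with Benjamini-Hochberg adjustment) and -1.38 in the *Fxr*-intKO (standard error 0.55). The *Fxr*-livKO call was lost without control mouse 44 (1.99), *Fxr*-livKO mouse 141 (1.92) or *Fxr*-livKO mouse 151 (1.88). Between *Fxr*-livKO and *Fxr*-intKO directly, *Reg3b* differed by 3.92 and *Reg3g* by 3.49 on the log2 scale, with adjusted p = 5.16e-04 and 0.00164 (limma with Benjamini-Hochberg adjustment). Neither gene was called in the *Fxr*-totKO (0.61 and 0.11), and *Reg3g* changed sign there with scaling to epithelial genes (-0.15) and without control mouse 44 (-0.01), control mouse 82 (-0.36) or *Fxr*-totKO mouse 2 (-0.03).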

Remarkably, the antimicrobial molecules regenerating islet-derived 3 beta and gamma (*Reg3β* and *Reg3γ*, respectively) were increased in the *Fxr*-livKO but decreased in the *Fxr*-intKO compared with the controls. The expression of *Reg3β* and *Reg3γ* is stimulated by activation of Toll-like receptors (*Tlrs*). 

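Of the Toll-like receptor genes, *Tlr2* lies on chromosome 3 of mm9 (83640195 to 83645689), *Tlr3* on chromosome 8 (46481019 to 46495962) and *Tlr5* on chromosome 1 (184884919 to 184906175). *Tlr2* was at 170 ± 13.6 (SD, n = 3 mice) in the controls, 621 ± 142 in the *Fxr*-livKO and 275 ± 191 in the *Fxr*-intKO. *Tlr3* was at 323 ± 57.8, 730 ± 131 and 365 ± 127, and *Tlr5* at 43.7 ± 14.6, 164 ± 18.0 and 107 ± 42.1 (SD) in the same groups. The log2 fold changes in the *Fxr*-livKO were 1.84 for *Tlr2* (standard error 0.17), 1.17 for *Tlr3* (0.17) and 1.93 for *Tlr5* (0.26), with adjusted p = 3.29e-04, 0.00223 and 0.00143 (limma with Benjamini-Hochberg adjustment). The *Fxr*-intKO values were 0.48, 0.12 and 1.25, none called. Without *Fxr*-intKO mouse 75 *Tlr2* was at -0.04 and *Tlr3* at -0.06 there, and without *Fxr*-intKO mouse 13 *Tlr3* was at -0.03. The direct difference between *Fxr*-livKO and *Fxr*-intKO was past the threshold for *Tlr2* (1.36, adjusted p = 0.0276), but not for *Tlr3* (1.05, adjusted p = 0.0555) or *Tlr5* (0.68, adjusted p = 0.143; limma with Benjamini-Hochberg adjustment). That of *Tlr2* was lost with scaling to epithelial genes (1.06), with only the 2 groups in the fit, and without *Fxr*-intKO mouse 13 (1.19), *Fxr*-intKO mouse 15 (1.00), *Fxr*-livKO mouse 141 (1.19) or *Fxr*-livKO mouse 151 (1.36). That of *Tlr3* was called with only the 2 groups in the fit and without *Fxr*-intKO mouse 75 (1.23), *Fxr*-totKO mouse 2 or *Fxr*-totKO mouse 60 (1.05 each). That of *Tlr5* was called without *Fxr*-intKO mouse 75 (0.98). Of these genes *Tlr2* was called in the *Fxr*-totKO (1.50, adjusted p = 0.00948), whereas *Tlr3* (0.64) and *Tlr5* (1.22, adjusted p = 0.0508; limma with Benjamini-Hochberg adjustment) were not. There, *Tlr2* lost its call without control mouse 44 (1.44) or *Fxr*-totKO mouse 3 (1.44). *Tlr3* was called without *Fxr*-totKO mouse 60 (1.02). *Tlr5* was called with TMM factors (1.28), with all 12 mice in one fit and without control mouse 82 (1.46).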

Notably, *Tlr2, Tlr3,* and *Tlr5* are upregulated specifically in the *Fxr*-livKO. 

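*Nlrp6* (chromosome 7 of mm9, 148106801 to 148114439) encodes the sensor of an inflammasome, *Casp1* (chromosome 9, 5298517 to 5307265) its protease and *Pycard* (chromosome 7, 135135617 to 135137381) the adaptor between them. Their values in the controls were 1884 ± 574, 789 ± 113 and 551 ± 44.7, and in the *Fxr*-livKO 3044 ± 213, 1113 ± 41.3 and 736 ± 50.0 (SD, n = 3 mice each). In every case all 3 *Fxr*-livKO mice were above all 3 controls. The log2 fold changes were 0.74 (standard error 0.22), 0.51 (0.12) and 0.42 (0.11), with adjusted p = 0.0391, 0.0177 and 0.0245 (limma with Benjamini-Hochberg adjustment). These calls sit close to the threshold. With libraries scaled to epithelial genes, the log2 fold changes were 0.44, 0.20 and 0.11, and none of the 3 genes was called. *Nlrp6* was not called either with upper-quartile factors (0.69), without the filter on low values, with limma-voom or with all 12 mice in one fit. Without *Fxr*-livKO mouse 132 (0.69), 141 (0.78) or 151 (0.77) it lost its call. *Casp1* lost its call without *Fxr*-livKO mouse 132 (0.50) or 151 (0.48), and *Pycard* without *Fxr*-livKO mouse 132 (0.42) or 151 (0.37) and with all 12 mice in one fit. The *Fxr*-intKO stood at -0.44, -0.10 and -0.16, none called. *Nlrp6* was at 0.22 and *Casp1* at 0.02 without *Fxr*-intKO mouse 15, and *Casp1* at 0.0055 without control mouse 82. Between *Fxr*-livKO and *Fxr*-intKO directly, *Casp1* (0.60, adjusted p = 0.0264) and *Pycard* (0.58, adjusted p = 0.0215) differed and *Nlrp6* (1.18, adjusted p = 0.100) did not (limma with Benjamini-Hochberg adjustment). The difference in *Nlrp6* was called without *Fxr*-intKO mouse 75 (1.64). Those in *Casp1* and *Pycard* were lost with scaling to epithelial genes (0.31 and 0.28), and also without *Fxr*-intKO mouse 13 (0.57 and 0.61), *Fxr*-intKO mouse 15 (0.48 and 0.44) or *Fxr*-livKO mouse 132 (0.60 and 0.57), 141 (0.63 for both) or 151 (0.58 and 0.53). The difference in *Pycard* was not called with only the 2 groups in the fit either.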

*Nlrp6*, *Casp1*, and *Pycard* are inflammasome-related genes activated in the *Fxr*-livKO, and this Nlrp6 inflammasome is involved in goblet cell mucus secretion.^13^ 

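*B3galt5* encodes a galactosyltransferase and lies on chromosome 16 of mm9 from 96457408 to 96541466. Its value was 3907 ± 328 (SD, n = 3 mice) in the controls, 1758 ± 453 in the *Fxr*-livKO, 3238 ± 952 in the *Fxr*-intKO and 3190 ± 1664 in the *Fxr*-totKO. All 3 *Fxr*-livKO mice were below all 3 controls. The log2 fold change was -1.18 in the *Fxr*-livKO (standard error 0.19, adjusted p = 0.00301, limma with Benjamini-Hochberg adjustment) and -0.32 in the *Fxr*-intKO (standard error 0.24, adjusted p = 0.649, same test). The direct difference between *Fxr*-livKO and *Fxr*-intKO, -0.87, did not pass the threshold (adjusted p = 0.155, limma with Benjamini-Hochberg adjustment). It was called with scaling to epithelial genes (-1.16) and without *Fxr*-totKO mouse 60 (-0.87).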

Another mucus-related gene present in this GO term and decreased in the *Fxr*-livKO was *B3galt5*. Furthermore, several cell-type markers and immune-related genes were regulated.

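Among the markers of cell types that Fig. 3B displays, the enterocyte gene *Vil1* (log2 fold change 0.67), the enteroendocrine gene *Chga* (0.84) and the Wnt receptor gene *Fzd5* (1.40) were higher in the *Fxr*-livKO than in the controls. The adjusted p was 0.00704, 0.0099 and 8.68e-05, respectively (limma with Benjamini-Hochberg adjustment). *Vil1* overlaps exons of *Usp37* on the other strand, and *Chga* lost its call with scaling to epithelial genes (0.53). *Bmp2* was lower (-1.21), from 759 ± 127 (SD, n = 3 mice) in the controls to 329 ± 72.0. The lysozyme genes *Lyz1* (-3.61) and *Lyz2* (-2.55), close paralogs whose reads could have been split between them, were lower, as were *Cd36* (-3.06), *Cd52* (-1.24), *Cd14* (-0.80) and the cytokine gene *Il18* (-2.81). *Il18*, on chromosome 9 of mm9 from 50383378 to 50389942, was at 640 ± 210 in the controls and 87.2 ± 8.73 in the *Fxr*-livKO (SD, n = 3 mice). *Cd36* was not called with limma-voom. *Cd52* was not called with limma-voom on the values, and not without *Fxr*-livKO mouse 132 (-1.29) or 141 (-1.0). *Saa3* (2.07), *Cd96* (1.83) and *Cd24a* (0.59) were higher. *Saa3* lost its call with limma-voom. *Cd96*, with a mean of 7.11 in the controls, lost it with scaling to epithelial genes (1.55), with limma-voom on the values and without control mouse 44 (1.59) or *Fxr*-livKO mouse 132 (1.56), 141 (1.92) or 151 (2.02). *Cd24a* lost it with scaling to epithelial genes (0.29), with all 12 mice in one fit, and without control mouse 44 (0.52) or 82 (0.49) or *Fxr*-livKO mouse 132 (0.56), 141 (0.61) or 151 (0.61). *Cd68* (-1.38) and *Saa1* (-0.97) were not called. *Cd68* was called with scaling to epithelial genes (-1.67) and without control mouse 82 (-1.85), and *Saa1* with that scaling (-1.28) and without control mouse 45 (-1.21) or *Fxr*-livKO mouse 141 (-1.43). Since a scraping is a mixture of cell types and of parts of the colon, scores were computed from lists of marker genes as the mean of log2(value + 1). The smooth muscle score was 10.6, 12.4 and 7.45 in the controls, 8.40, 7.72 and 7.52 in the *Fxr*-intKO, 5.64, 6.2 and 6.46 in the *Fxr*-totKO and 4.50, 4.71 and 4.33 in the *Fxr*-livKO. The score of proximal minus distal colon genes was 0.28, 0.57 and 1.10 in the controls, 1.10, 0.40 and 1.45 in the *Fxr*-intKO, 5.53, 4.31 and 1.86 in the *Fxr*-totKO and 6.05, 5.33 and 5.53 in the *Fxr*-livKO.

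**Figure D2:**
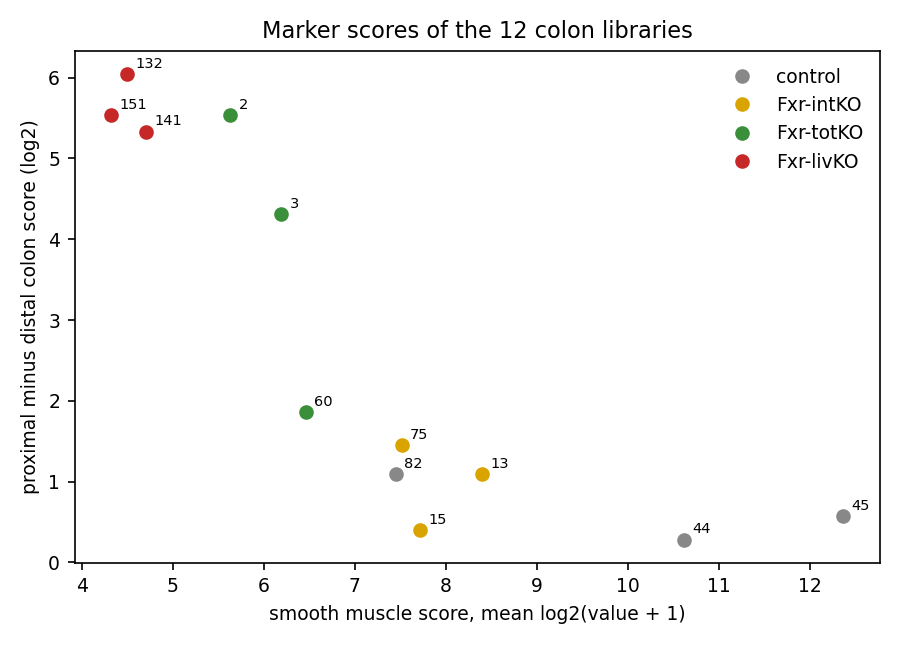
Marker scores of the 12 libraries, each the mean of log2(value + 1) over a list of genes. The x axis gives the smooth muscle score and the y axis the proximal colon score minus the distal colon score, and each point is 1 mouse with its number. The 3 *Fxr*-livKO mice lie between 4.33 and 4.71 on the x axis, and the control mice between 7.45 and 12.4.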

**Fig. 3:**
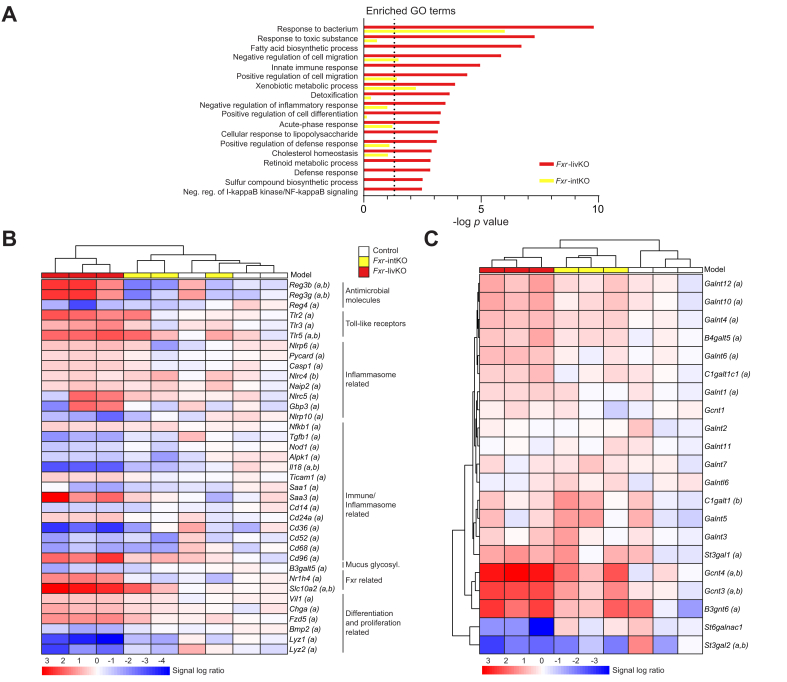
GO-term analysis shows enrichment for ‘response to bacterium’ in the *Fxr*-livKO. (A) GO terms of interest that were enriched in *Fxr-*livKO. Bars show the −log_10_ of the Fisher’s exact test *p* value from the GO enrichment in *Fxr-*livKO (red) and *Fxr-*intKO (yellow). Vertical dotted line represents the significant *p* value cut-off of 0.05 (1.3 on the −log_10_ scale). Analysis included RNA sequencing data of n = 3 mice per group. (B) Heatmap of the normalised expression per sample of a selection of genes belonging to the GO term ‘response to bacterium’ (GO:0009617, unsupervised clustering of the groups). N = 3 mice per group. (C) Heatmap of genes belonging to the KEGG pathway ‘Mucin type O-glycan biosynthesis’ (mmu00512) (unsupervised clustering). In brackets behind the gene name, significance is indicated with ‘a’ meaning different in *Fxr-*livKO compared with controls and ‘b’ indicating a difference in *Fxr-*intKO compared with controls (q <0.05). The average expression for the controls is set to 1. N = 3 mice per group. *Fxr*, farnesoid X receptor; *Fxr*-intKO, intestine-specific *Fxr* knockout; *Fxr*-livKO, liver-specific *Fxr* knockout; GO, Gene Ontology; KEGG, Kyoto Encyclopedia of Genes and Genomes.

Overall, genes involved in the defence against and (immunological) response to bacteria were altered in the *Fxr*-livKO, hinting towards possible differences in mucus characteristics. 

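Fig. 3C displays 21 genes of mucin-type O-glycan synthesis, of which 20 had a mean of at least 10 in the fit of the *Fxr*-livKO and controls. In the *Fxr*-livKO 12 of the 20 were called, 11 higher and 1 lower, and 17 of 20 had a positive log2 fold change. The called genes were *Galnt1*, *Galnt4*, *Galnt6*, *Galnt10*, *Galnt12*, *C1galt1c1*, *B4galt5*, *Gcnt3*, *Gcnt4*, *B3gnt6* and *St3gal1*, which rose, and *St3gal2*, which fell. Adjusted over the list alone, 12 were called. The study took the list from a pathway and selected the genes identified in these samples, so this count is not independent evidence. *Gcnt3* and *Gcnt4* encode N-acetylglucosaminyltransferases that branch the glycans. *Gcnt3* (chromosome 9 of mm9, 69879303 to 69885895) was at 1161 ± 270 (SD, n = 3 mice) in the controls, 5878 ± 222 in the *Fxr*-livKO and 2498 ± 813 in the *Fxr*-intKO, with a log2 fold change of 2.37 in the *Fxr*-livKO (standard error 0.17, adjusted p = 1.05e-04, limma with Benjamini-Hochberg adjustment). *Gcnt4* (chromosome 13, 97694644 to 97720867) was at 54.9 ± 16.9 in the controls, 462 ± 69.0 in the *Fxr*-livKO and 169 ± 74.8 in the *Fxr*-intKO (SD), with a log2 fold change of 3.08 in the *Fxr*-livKO (standard error 0.23, adjusted p = 1.15e-04, limma with Benjamini-Hochberg adjustment). *St3gal2* (-2.24) and *B3gnt6* (2.24) were called narrowly, with adjusted p = 0.0407 and 0.0422 (limma with Benjamini-Hochberg adjustment). Neither was called without control mouse 44 (-2.26 and 1.51), *Fxr*-livKO mouse 132 (-2.25 and 2.16), *Fxr*-livKO mouse 141 (-2.43 and 2.50) or *Fxr*-livKO mouse 151 (-2.03 and 2.05), and *B3gnt6* not without control mouse 82 (2.11). *St3gal2* also lost its call with limma-voom and with both other filters on low values, and *B3gnt6* with scaling to epithelial genes (1.94) and without a filter. With that scaling 4 of the genes were called in the *Fxr*-livKO, the lowest count of all settings, and *Galnt12* (0.98 as deposited, 0.68 then) was among those lost. The count was 7 without control mouse 44, *Fxr*-livKO mouse 132 or *Fxr*-livKO mouse 151. For the *Fxr*-intKO 0 of 21 genes were called, also when adjusted over the list alone, with 4 at an unadjusted p under 0.05 and 19 of 21 above 0. *Gcnt3* stood at 1.07 and *Gcnt4* at 1.54 there. Compared directly, 3 of 20 genes were called between *Fxr*-livKO and *Fxr*-intKO, among them *Gcnt3* (1.29, adjusted p = 0.00501) and *Gcnt4* (1.54, adjusted p = 0.0110; limma with Benjamini-Hochberg adjustment). The difference in *Gcnt4* was not called without *Fxr*-livKO mouse 141 (1.42). The *Fxr*-totKO had 3 called genes, and 5 when adjusted over the list alone. The median log2 fold change of the list was 0.52 in the *Fxr*-livKO and 0.39 in the *Fxr*-intKO. Camera, with its preset correlation between genes, put the list past the threshold in both (adjusted p = 1.83e-04 and 1.15e-04), whereas fry did so in the *Fxr*-livKO (adjusted p = 0.00567) and not in the *Fxr*-intKO (adjusted p = 0.144; limma with Benjamini-Hochberg adjustment). With scaling to epithelial genes the *Fxr*-livKO median was 0.21.

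**Figure D3:**
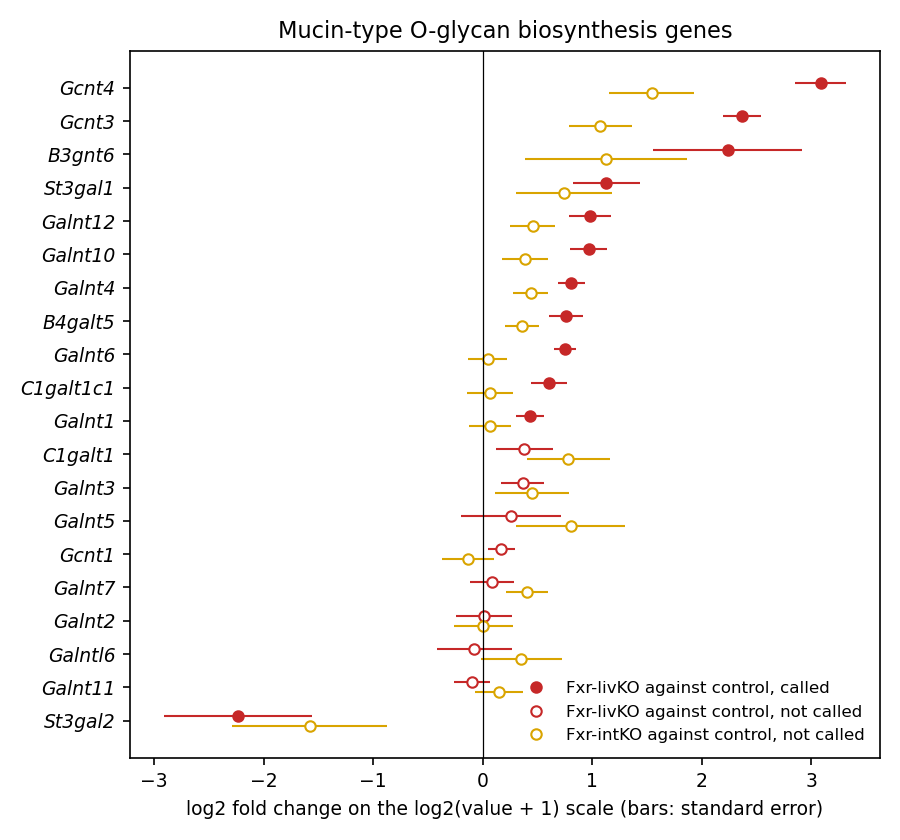
Log2 fold changes against the controls of the 20 genes of mucin-type O-glycan synthesis tested in the *Fxr*-livKO, for *Fxr*-livKO and *Fxr*-intKO. Points are limma estimates on log2(value + 1), bars are 1 standard error, and filled points were called. Filled points occur in the *Fxr*-livKO series, where *Gcnt4* stands at 3.08 and *St3gal2* at -2.24.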

Genes belonging to the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway Mucin-type O-glycan biosynthesis (mmu00512) were visualised in a heatmap (Fig. 3C and qPCR validation in Fig. S2), and 12 out of 21 identified genes belonging to this pathway were significantly different in the *Fxr-*livKO. Therefore, mucus glycosylation is likely altered in the *Fxr-*livKO*,* with potential effects on the gut microbiome composition and mucus barrier characteristics (as reviewed by Corfield^14^).

### *Fxr*-livKO have a microbiome composition with possible beneficial effects on the mucus barrier

The gut microbiome of the *Fxr*-intKO and *Fxr*-livKO was investigated by 16s sequencing and compared with that of the controls. The relative bacterial abundance per mouse for the 10 most abundant genera (Fig. 4A) showed that at a global level, microbial community structures were similar in all groups of mice. This is also apparent when examining the Shannon diversity index (Fig. 4B), which showed no significant differences between the *Fxr-*livKO and the *Fxr-*intKO compared with the controls. When differences in relative abundance for all genera present were analysed, a number of taxa were found to be either enriched or depleted in 1 or more of the groups (Fig. 4C). In the *Fxr*-livKO, the butyrate producer *Roseburia* is increased in abundance as well as *Bifidobacterium* and *Clostridium sensu stricto 1*, which are all described to be beneficial for the mucus layer.[15], [16], [17] In addition, in the *Fxr*-livKO, there was a decreased abundance of the genus *Turicibacter* and a member of the Ruminococcaceae family. Both taxa are predicted mucin degraders. A study on the degradation of human-synthetised mucin glycans and utilisation of the derived monosaccharides showed that 2 analysed *Turicibacter* genomes contained several glycosyl hydrolases, as well as catabolic pathways, for mucus-derived monosaccharides.^18^ Most of the same functions were also found in the known mucin degrader *Akkermansia muciniphila* (Table S2). Based on this information, we infer that *Turicibacter* is a mucus-degrading bacterium. Likewise, various members of the Ruminococcaceae family have been described to live in and degrade host mucin glycans.^19^ This information suggests that the microbiota of the *Fxr*-livKO mice contain a microbiota signature that may increase the protective capacity of the mucus barrier.

**Fig. 4:**
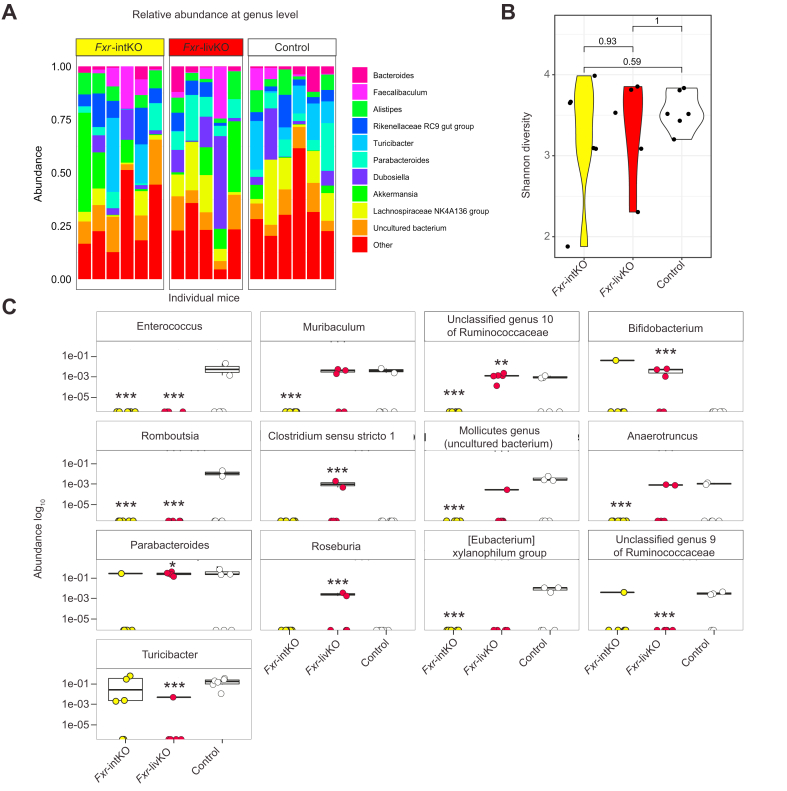
*Fxr*-livKO have a microbial profile indicative of increased mucus barrier integrity. (A) Relative abundance of microbiota at the genus level in individual samples (mice were individually housed). Depicted are the 10 most abundant genera. (B) Shannon diversity index (n = 5 for controls; n = 6 for *Fxr*-intKO and *Fxr*-livKO). (C) Bacteria genera that show statistically significant differences in relative abundance, as analysed with the statistical framework ANCOM-BC (Analysis of Compositions of Mircobiomes with Bias Correction) (n = 5 for controls; n=6 for *Fxr*-intKO and *Fxr*-livKO). Y-axis show the log_10_ relative abundance. ∗, ∗∗, and ∗∗∗ indicate *p* <0.05. *p* <0.01, and *p* <0.001, respectively. *Fxr*, farnesoid X receptor; *Fxr*-intKO, intestine-specific *Fxr* knockout; *Fxr*-livKO, liver-specific *Fxr* knockout.

### *Fxr*-livKO have an increased mucus barrier

The mucus barrier quality is determined by mucus production in the goblet cells of the intestinal epithelium as well as by mucus breakdown at the luminal side by bacteria and proteases. Both the RNA sequencing data and the microbiome analysis point towards increased protective capacity of the mucus barrier of the *Fxr*-livKO. As a measure for mucus production, we first investigated the amount of goblet cells, by staining colon sections for Muc2 (Fig. 5A) and quantifying the number of goblet cells per crypt (Fig. 5B). There was no difference in the amount of goblet cells per crypt in the *Fxr*-intKO and *Fxr*-livKO compared with the controls. We performed HID staining (Fig. 5A) to investigate sulfation of mucins (brown). There was no difference in the percentage of sulfated mucins present in goblet cells (Fig. 5C). There was also no apparent change in filling of the goblet cells. 

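*Muc1*, on chromosome 3 of mm9 from 89032979 to 89037303, encodes a transmembrane mucin. Its value was 155 ± 55.9 (SD, n = 3 mice) in the controls, 13.7 ± 7.88 in the *Fxr*-livKO, 128 ± 70.3 in the *Fxr*-intKO and 60.6 ± 30.2 in the *Fxr*-totKO. The log2 fold change was -3.50 in the *Fxr*-livKO (standard error 0.47, adjusted p = 0.00145, limma with Benjamini-Hochberg adjustment), -0.41 in the *Fxr*-intKO and -1.40 in the *Fxr*-totKO, and only that in the *Fxr*-livKO was called. Without *Fxr*-intKO mouse 75 the *Fxr*-intKO value was 0.18. Between *Fxr*-livKO and *Fxr*-intKO directly *Muc1* differed by -3.09 (adjusted p = 0.00501, limma with Benjamini-Hochberg adjustment), a difference that was not called with limma-voom. *Muc2*, on chromosome 7 from 148876268 to 148940595, encodes the main secreted mucin of the colon. Its value was 31385 ± 13493 in the controls, 83324 ± 17312 in the *Fxr*-livKO, 60335 ± 10417 in the *Fxr*-intKO and 90241 ± 15721 in the *Fxr*-totKO (SD, n = 3 mice each). All 3 mice of each knockout were above all 3 controls. The log2 fold change was 1.48 in the *Fxr*-livKO (standard error 0.31, adjusted p = 0.0105), 1.02 in the *Fxr*-intKO (standard error 0.34, adjusted p = 0.551) and 1.60 in the *Fxr*-totKO (standard error 0.40, adjusted p = 0.0607; limma with Benjamini-Hochberg adjustment). The difference between *Fxr*-livKO and *Fxr*-intKO was 0.46 (adjusted p = 0.389, limma with Benjamini-Hochberg adjustment), within the spread between mice. *Muc2* was called in the *Fxr*-totKO with scaling to epithelial genes (1.33), with a mean of at least 50, with all 12 mice in one fit, and without control mouse 45 (1.92) or *Fxr*-totKO mouse 60 (1.75). *Muc4* (chromosome 16, 32735972 to 32782477), which overlaps *Muc20* on the other strand, and *Muc13* (chromosome 16, 33794123 to 33820020) were not called in the *Fxr*-livKO. *Muc4* was at 1061 ± 472 in the controls and 1579 ± 463 in the *Fxr*-livKO (SD, n = 3 mice), a log2 fold change of 0.61, and was called without control mouse 45 (0.95). *Muc13* was at 15503 ± 1482 and 14746 ± 551 (SD), a log2 fold change of -0.07, and was called lower with scaling to epithelial genes (-0.37).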

Gene expression of Muc1 was decreased and that of Muc2 increased in the *Fxr-*livKO compared with the controls (Fig. 5D). To investigate differences in mucus barrier characteristics, we determined the mucus barrier permeability *ex vivo* by using upright microscopy and red fluorescent beads with the size of bacteria (1 μm).^20^ The distance between the beads and the colonic epithelium (in green) represents the thickness of the colonic inner impermeable mucus layer, which was increased in the *Fxr-*livKO compared with the controls and *Fxr*-intKO (Fig. 5E–G). This implies that the colonic epithelial cells of the *Fxr*-livKO are better protected against threats (*e.g.* bacteria and toxins) from the luminal side. This implication is in contrast to that for the *Fxr*-intKO, which have a more permeable and less protective mucus barrier. These data are in line with gene expression of the defence- and mucus-related genes (Fig. 3) and with the microbiota signature (Fig. 4) in the *Fxr*-livKO. We investigated if the *Fxr*-livKO are better protected against DSS-induced colitis. Rectal bleeding, a hallmark of inflammatory bowel disease (IBD), was lower in the *Fxr*-livKO than in the controls at Day 11 (Fig. 5H). Lymphoid follicle hyperplasia scores suggest that the *Fxr*-livKO have, next to a thicker mucus layer, a more active adaptive immune system. Expression levels of the protective *Reg3β* and *Reg3γ* were significantly increased at baseline and tended to increase even further upon DSS treatment in the *Fxr*-livKO compared with wild-type mice. Together, these data suggest the ablation of liver Fxr decreased the effects of DSS-induced colitis.

**Fig. 5:**
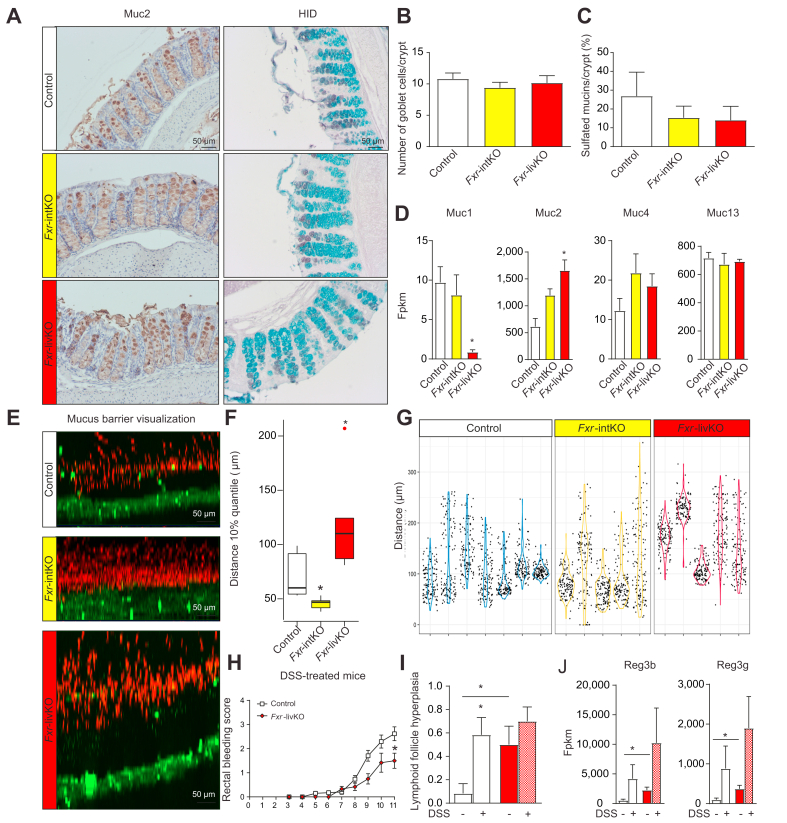
*Fxr*-livKO show an increased mucus barrier function. (A) Representative pictures of Muc2-staining and HID staining (sulfated mucins in brown and carboxylated mucins in blue). (B) Quantification of the number of Muc2-positive cells per crypt. Data are represented as mean ± SEM (n = 6 for controls, n = 7 for *Fxr*-intKO, and n = 5 for *Fxr*-livKO). Differences between *Fxr*-intKO and *Fxr*-livKO *vs.* controls were tested using Student’s *t* test, and ∗ indicates significant differences (*p* <0.05). (C) Quantification of the percentage of goblet cells filled with sulfated mucins per crypt. Data are represented as mean ± SEM (n = 5 for controls, n = 7 for *Fxr*-intKO, and n = 5 for *Fxr*-livKO). Differences between *Fxr*-intKO and *Fxr*-livKO *vs.* controls were tested using Student’s *t* test, and ∗ indicates significant differences (*p* <0.05). (D) Expression of the transmembrane mucins Muc1, Muc4, and Muc13 and the secreted mucin Muc2 in fpkm from RNA sequencing data (n = 3 per group). Differences between *Fxr*-intKO and *Fxr*-livKO *vs.* controls were tested using Student’s *t* test, and ∗ indicates significant differences (*p* <0.05). Expression levels of Muc5ac, Muc5b, Muc6, Muc15, Muc19, and Muc20 were also included in the RNA sequencing dataset; however, these were expressed at very low levels or completely absent and therefore not considered. (E) Permeability of the distal colonic mucus layer was visualised by adding 1-μm fluorescent beads (red) to the epithelial tissue (green). Shown are representative maximum projections of a resliced z-stack, showing a summarised view of the sample from the side. (F) The distance between beads and the epithelium was measured, and the 10% quantile, the closest to the epithelium, was depicted (average of n = 7 for controls, n = 5 for *Fxr*-intKO, and n = 5 for *Fxr*-livKO). Differences between *Fxr*-intKO and *Fxr*-livKO *vs.* controls were tested using Student’s *t* test, and ∗ indicates significant differences (*p* <0.05). (G) Violin plot of the distance of a random subset of 130 identified beads to the epithelial cells plotted for all the individual mice (n = 7 for controls, n = 5 for *Fxr*-intKO, and n = 5 for *Fxr*-livKO). (H) Rectal bleeding scores as marker for inflammation in DSS-treated mice (n = 8 controls and n = 6 for *Fxr*-livKO). Differences between *Fxr*-livKO *vs.* controls were tested per timepoint using Student’s *t* test, and ∗ indicates significant differences (*p* <0.05). (I) Lymphoid follicle hyperplasia scores in controls and *Fxr*-livKO with and without DSS treatment. Differences between *Fxr*-livKO and controls, and between with or without DSS within the animal model were tested using Student’s *t* test, and ∗ indicates significant differences (*p* <0.05). (J) Expression of Reg3β and Reg3γ in fpkm from RNA sequencing data (n = 3 per group). Differences between *Fxr*-livKO and controls and between with or without DSS within the animal model were tested using Student’s *t* test, and ∗ indicates significant differences (*p* <0.05). DSS, dextran sodium sulfate; fpkm, fragments per kilobase of transcript per million mapped reads; *Fxr*, farnesoid X receptor; *Fxr*-intKO, intestine-specific *Fxr* knockout; *Fxr*-livKO, liver-specific *Fxr* knockout; HID, high-iron diamine.

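*Muc5ac* was at most 0.931 and *Muc5b* at most 2.89 in any of the 12 mice, at or under the 3 reads taken here as the floor. *Muc15* was above 0 only in control mouse 44 (1.82), and *Muc19* was listed at 0 in every mouse. *Muc6* (chromosome 7 of mm9, 148819871 to 148841218) lay between 12.6 and 40.4, and *Muc20* (chromosome 16, 32777505 to 32797521) between 34.7 and 96.8. With 5538042 to 8945931 reads per library, mucins under the floor were not detectable at this depth, which does not show that they are absent. *Muc15* overlaps *Ano3* on the other strand.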

## Discussion

In this study, we aimed to get a better understanding of liver-to-gut communication mediated via *Fxr*. We show that ablation of *Fxr* in the liver is a major determinant of colonic gene expression and leads to an improved colonic mucus barrier function. This is in sharp contrast to *Fxr* ablation in the intestine, which resulted in worsening in mucus barrier function compared with the controls.

There are several reasons that might explain the major effect of liver *Fxr* ablation on the colon. Firstly, *Fxr-*target genes are induced in the colons of the *Fxr*-livKO, This upregulation is indicative of increased *Fxr* signalling in colonocytes of the *Fxr*-livKO, which might contribute to the changes in metabolic, inflammatory, and bacterial response pathways. Currently, we have no explanation for the upregulation of colonic *Fxr*-target genes caused by liver *Fxr* ablation, as we found no large differences in biliary BA concentration and composition in the *Fxr*-livKO compared with the controls. At this point, we cannot exclude that the total amount of bile secreted into the intestine and/or the spillover from the ileum to the colon in the *Fxr*-livKO is increased and may contribute to the upregulation of *Fxr*-target genes in the colons of these mice. Previously, increased plasma cholesterol levels were found in the *Fxr*-livKO,^21^ which might stimulate BA production.

Secondly, with regard to mucus synthesis, BAs have been shown to increase Cdx2 and Muc2 expression via the FXR/NF-κB signalling pathway in gastric epithelial cells.^22^ 

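*Cdx2* encodes a homeobox transcription factor of the intestine and lies on chromosome 5 of mm9 from 148112381 to 148118846. Its value was 704 ± 142 (SD, n = 3 mice) in the controls, 2998 ± 196 in the *Fxr*-livKO, 1033 ± 623 in the *Fxr*-intKO and 2073 ± 305 in the *Fxr*-totKO. The ratio of the *Fxr*-livKO mean to the control mean was 4.26 (SD of the ratio 0.902), and that of *Muc2* was 2.65 (SD 1.27). The log2 fold change of *Cdx2* was 2.11 in the *Fxr*-livKO (standard error 0.15, adjusted p = 8.68e-05, limma with Benjamini-Hochberg adjustment), 1.56 in the *Fxr*-totKO (standard error 0.19, adjusted p = 0.00948, same test) and 0.40 in the *Fxr*-intKO (standard error 0.39, adjusted p = 0.719, same test). The *Fxr*-totKO call was lost without control mouse 44 (1.47) or *Fxr*-totKO mouse 3 (1.50), and the *Fxr*-intKO value was -0.06 without *Fxr*-intKO mouse 75. Between *Fxr*-livKO and *Fxr*-intKO directly *Cdx2* differed by 1.71 (adjusted p = 0.00605, limma with Benjamini-Hochberg adjustment).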

Cdx2 expression was increased 4-fold in the *Fxr*-livKO, as was the expression of the major secreted mucin Muc2 (3-fold). The absence of expression of the transmembrane mucin Muc1 is in line with the increased mucus barrier, as it was shown that Muc1 is upregulated under inflammatory conditions,^23^ and in diverse cancers, including breast, ovarian, lung, and colon cancer. Therefore, decreased Muc1 expression is suggestive of increased colon health. It is thought that Muc1, via its intracellular domain, stimulates various signalling pathways involved in cell survival through alterations of cell growth, proliferation, and cell death.^24^ Furthermore, Muc1 is a negative regulator of TLR signalling (reviewed in Dhar and McAuley^23^) and lower expression in the *Fxr*-LivKO coincides with increased expression of Tlr2, Tlr3, and Tlr5 in this model. We speculate that intestinal *Fxr* and *Fxr*-target genes play a role in the increased mucus barrier. Healthy mucus is glycosylated and often heavily sulfated to maintain barrier function by conferring resistance to bacterial enzymatic degradation. Decreased sulfation^25^ and decreased glycosylation^26^ is found in patients with IBD. The *Fxr*-livKO showed increased expression of several key glycosylating genes such as Gcnt3 and Gcnt4.

Importantly, *Reg3γ* and *Reg3β* were upregulated in the *Fxr*-livKO but downregulated in the *Fxr*-intKO. *Reg3β* and *Reg3γ* are antimicrobial molecules involved in maintaining distance between bacteria and the epithelial lining.[27], [28], [29] *Reg3γ* knockout mice display an altered mucus distribution, resulting in increased bacterial–epithelial contact, and increases in expression of innate immune response genes in the ileum,^30^ but not in the colon. Our data do show an association of the impermeable mucus thickness with the expression of *Reg3γ* in the colon of the mouse models. Furthermore, the *Fxr*-LivKO showed reduced rectal bleeding upon DSS administration, which was in line with increases in expression of the protective *Reg3γ* and *Reg3β*.

It has been shown that mucus secretion is regulated by the inflammasome.^13^ Deletion of NLRP6, and key components caspase 1 and ASC (*Pycard*) involved in inflammasome signalling, leads to the protrusion of mucus granules, which do not fuse with the apical basement membrane and release their mucins, but the entire cells are sloughed off into the lumen. We showed an increased expression of inflammasome-related genes in the *Fxr*-livKO, potentially stimulating mucus secretion. Lymphoid follicle hyperplasia scores suggest that the *Fxr*-livKO have, next to a thicker mucus layer, a more active adaptive immune system. Interestingly, it has recently been shown that the microbiome modulates adaptive immunity in mice by formation of secondary BA species that act on RORγ^+^ regulatory T cells via the vitamin D receptor, thereby lowering the vulnerability for chemically induced colitis.^31^

The microbiota signature that we found in the *Fxr*-livKO is supportive of an increased mucus barrier function, with several bacterial taxa present that might enforce the mucus barrier (*Roseburia*, *Bifidobacterium*, and *Clostridium sensu stricto 1*) and several taxa absent that might degrade mucins (*Turicibacter* and a member of the Ruminococcaceae family). Remarkably, in patients with IBD, the mucus barrier is often compromised,^32^ and decreased abundance of *Roseburia, Bifidobacterium*, and *Clostridium* are reported in (early-onset) IBD.^33^^,^^34^

Overall, we can conclude that ablation of *Fxr* in the liver has a major effect on colonic gene expression and improved mucus barrier characteristics. An impermeable inner mucus layer is important for the protection against diseases such as IBD.^32^ Therapeutic strategies to fortify the mucus barrier are therefore of utmost importance to battle IBD, and we show here the first indications that this may be done by antagonising FXR in the liver. Most likely, the increased *Fxr* signalling in the colonocytes of the *Fxr*-livKO contributes to this, as *Fxr* activation can inhibit inflammation and contributes to intestinal barrier preservation.^35^ As there are currently no liver-specific FXR antagonists available, giving an FXR antagonist to inhibit FXR function in the liver will also inhibit FXR function in the intestine, with possible consequences for the mucus barrier, and therefore, there is yet no therapeutic application for these new findings.

Targeting of FXR is currently at the forefront in the battle against metabolic diseases.^36^^,^^37^ In that respect, our study may imply that activation of FXR in the liver may have repercussions for mucus barrier integrity in the colon. Gastrointestinal problems have not been reported in clinical studies with FXR agonists, which may be because agonists simultaneously activate FXR in the intestine, inducing protection against intestinal inflammation.^35^ Together, we show that liver *Fxr* mediates colonic health, which, together with the already known communication from the intestine to the liver, points towards an FXR-dependent reciprocal communication between the liver and the intestine.

## Financial support

NI is supported by the MLDS Career Development grant (CDG16-04) and by the 10.13039/501100008955Wilhelmina Children’s Hospital Research Fund. NI and YV are supported by the Unusual Collaborations Grant from CUCo (Center for Unusual Collaborations; Strategic Alliance between Eindhoven University of Technology, Wageningen University & Research, Utrecht University, and the University Medical Center Utrecht). MRdZ is supported by a VIDI grant from the 10.13039/501100003246Netherlands Organization for Scientific Research (ZonMW, grant 917.15.377) and the Utrecht Exposome Hub of Utrecht Life Sciences. MB and YV are supported by NWO Gravitation 024.001.028. SvM is supported by the 10.13039/501100003246Netherlands Organization for Scientific Research (NWO) project ZonMW VICI (917.11.365) and project ZonMW Aspasia program (015.015.013).

## Authors’ contributions

Designed the study: NI, SvM. Interpreted the data: NI, KR, JP, SM, SvM. Conducted the animal experiment: NI, KR, EW. Conducted, analysed, and interpreted RNA sequencing data: JP, SM. Analysed and interpreted mucus barrier measurements: NI, MB, YV. Conducted bile acid measurements: CC, RP, FK. Performed, analysed, and interpreted bacterial sequencing data: MZ, SM, PS. Performed and analysed DSS colitis scoring: SY, AdB. Wrote the manuscript: NI. Critically revised the manuscript for important intellectual content: SvM, YV, FK.

## Data availability statement

Sequencing is submitted to Gene Expression Omnibus under accession number GSE163157. The 16S rRNA gene raw reads were deposited at the European Nucleotide Archive under the following project accession number: PRJEB47071.

## Conflicts of interest

Authors declare no conflict of interest, except for RP, CEO at TES Pharma; CC, employed by TESS Pharma; and SY, currently working at Janssen Pharmaceuticals.

Please refer to the accompanying ICMJE disclosure forms for further details.

# Supplementary material for: Ablation of liver Fxr results in an increased colonic mucus barrier in mice
**Source:** JHEP Rep. 2021 Aug 4;3(5):100344. doi: 10.1016/j.jhepr.2021.100344
**Supplement:** Multimedia component 1

# **Ablation of liver *Fxr* results in an increased colonic mucus barrier in mice**

Noortje Ijssennagger, Kristel S. van Rooijen, Stefanía Magnúsdóttir, José M. Ramos Pittol, Ellen C.L. Willemsen, Marcel R. de Zoete, Matthijs J.D. Baars, Paul B. Stege, Carolina Colliva, Roberto Pellicciari, Sameh A. Youssef, Alain de Bruin, Yvonne Vercoulen, Folkert Kuipers, Saskia W.C van Mil

## Table of contents

|                                          |    |
|------------------------------------------|----|
| Supplementary materials and methods..... | 3  |
| Fig. S1.....                             | 10 |
| Fig. S1.....                             | 11 |
| Table S1.....                            | 12 |
| Table S2.....                            | 13 |
| Supplementary file 1.....                | 14 |
| Supplementary references.....            | 18 |

## Supplementary materials and methods

### *Western blot analysis*

Homogenates of liver, colon and kidney tissue of *Fxr-totKO*, *Fxr-livKO*, *Fxr-intKO* and controls were made by adding 20µl of RIPA buffer containing protease inhibitors (Roche) per mg of tissue. Tissue was lysed using a tissue lyser (Qiagen). Lysates were spun down at 14000 rpm for 10 min and supernatant was collected. Samples were incubated for 5 min at 95 °C with sample buffer. Samples were loaded on a 10% SDS PAGE gel and transferred on a nitrocellulose membrane, using a transfer buffer with 20% MetOH. Twenty micrograms total protein was loaded. The blot was probed overnight at 4 °C with an Anti-FXR Monoclonal antibody (A9033A, Invitrogen), and subsequently incubated with peroxidase-conjugated rabbit anti-mouse antibody (Agilent Dako, P0260) 1:10.000 for 1h at room temperature. Mouse-anti -β-actin -HRP (santa cruz, sc-47778)) was used as loading control. The signals were detected with the enhanced chemiluminescence detection system.

### *RNA isolation and sequencing*

Total RNA from colon was isolated for sequencing and qPCR, using TRIzol reagent (Invitrogen) according to the manufacturer's protocol. For RNA sequencing, the RNA was further column purified using RNeasy Minikit columns (Qiagen).

mRNA sequencing libraries were generated with the NEXTflex™ Rapid RNA-seq Kit (Bio Scientific) using 1 µg total RNA. Sequencing was performed in the Nextseq500 platform (Illumina, Single-end, 75bp reads). Sequenced reads were aligned to the mouse reference genome mm9 using Tophat 2.18 [1]. Quantification of transcripts and differential expression were assessed using the Cufflinks suite

2.2.1 [2] using the Refseq mm9 gene annotation and default parameters. Differential gene expression was calculated pairwise between control mice (Fxr-fl/fl) and the KO models. Genes with a q-value lower than 0.05 were considered differentially expressed. All sequencing data and gene expression analysis has been deposited in the Gene Expression Omnibus under accession number GSE163157.

Gene Ontology (GO) enrichment analysis was done using the topGO [3] package in R [4] version 3.6.2. on differentially expressed genes. The mapping of gene identifiers was done using the genome wide annotation for mouse [5]) and the Affymetrix Human Genome U95 Set annotation data [6]. Enriched GO terms were identified using the topGO “weight01” algorithm in combination with the statistical methods Fisher’s exact test and Kolmogorov–Smirnov test. Volcano plots were generated using the EnhancedVolcano [7] package in R. Venn diagrams were created using the eulerr R package [8] online application (<http://eulerr.co/>). All scripts can be found in **Supplementary File 1**.

### *qPCR*

RNA was reverse transcribed using the iScript cDNA Synthesis Kit (Bio-Rad Laboratories BV, Veenendaal, The Netherlands). Real-time PCR was carried out using FastStart Universal SYBR Green Master Mix (Roche) on a CFX 384 Bio-Rad thermal cycler (Bio-Rad). mRNA expression of genes of interest were normalized to Cyclophilin. Primers sequences are shown in Supplementary **Table 1**.

### *Histology and immunohistochemistry*

H&E staining was performed to assess the morphology of the tissue. Details on slide preparation and scoring of lymphoid follicle hyperplasia can be found in [9].

Hyperplastic lymphoid follicles: 0; no hyperplastic lymphoid follicles; 1, one hyperplastic lymphoid follicle; 2, two hyperplastic lymphoid follicles; 3, three hyperplastic lymphoid follicles; 4, >3 hyperplastic lymphoid follicles.

To stain and quantify Muc2 positive goblet cells, paraffin embedded colon sections (5 µm) were deparaffinized and rehydrated in a series of graded alcohols. Sections were incubated for 15 min in 3% H<sub>2</sub>O<sub>2</sub> in PBS to block endogenous peroxidase activity. Sections were placed in antigen retrieval solution (sodium citrate buffer, pH=6) and heated in a microwave oven for 5 min 700W followed by 20 min 500W, after which they were cooled to room temperature. Sections were blocked with 10% normal goat serum (Sigma-Aldrich Chemie) in PBS-Tween 20 (0.05% v/v) for 30 min. Sections were then incubated with 1:500 rabbit anti-mouse/human Muc2 antibody (NBP1-31231, Novus Biologicals, USA, CO) for 1h at room temperature. After washing, slides were incubated with the HRP-conjugated goat anti-rabbit antibody (31460 Thermofisher Scientific, USA), 1:200 for 30 min at room temperature. DAB substrate was used for HRP visualization and slides were counter stained with hematoxyline. Cells from 15 well-oriented crypts (longitudinal section) were counted per animal.

For the High Iron Diamine staining (HID, staining sulfated mucins (brown) and carboxylated mucins (blue)), deparaffinized sections were incubated overnight in diamine solution. Then sections were incubated with alcian blue (pH-2.5) for 30 min. Percentages of sulfated mucins were calculated. 15 well-oriented crypts (longitudinal sections) were scored per animal.

#### *Plasma Bile Acids (BAs)*

Plasma BAs were quantified using liquid chromatography-mass spectrometry [10]. A mixture of internal standards (isotopically labelled BAs) was added to 25 µl of

plasma. Samples were centrifuged at  $15,800\times g$  and supernatants were transferred and evaporated at  $40\text{ }^{\circ}\text{C}$  under a stream of  $\text{N}_2$ . Samples were reconstituted in  $200\text{ }\mu\text{l}$  methanol:water (1:1), mixed and centrifuged at  $1800\times g$  for 3 min. The supernatant was filtered using a  $0.2\text{ }\mu\text{m}$  spin-filter at  $2000\times g$  for 10 min.  $10\text{ }\mu\text{l}$  of filtrates was injected into the LC–MS system, consisting of a Nexera X2 Ultra High Performance Liquid Chromatography system (SHIMADZU, Kyoto, Japan), coupled to a Sciex Qtrap 4500 MD triple quadrupole mass spectrometer (SCIEX, Framingham, MA, USA). BAs were separated with a ACQUITY UPLC BEH C18 Column ( $1.7\text{ }\mu\text{m} \times 2.1 \times 100\text{ mm}$ ) equipped with a ACQUITY UPLC BEH C18 VanGuard Pre-Column ( $1.7\text{ }\mu\text{m} \times 2.1 \times 5\text{ mm}$ ), (Waters, Milford, MA, USA). Data were analyzed with Analyst MD 1.6.2 software.

#### *Gall bladder BAs*

Gall bladder BAs were quantified using an Ultra Performance Liquid Chromatography-Mass Spectrometry system (UPLC-MS<sup>2</sup>, Acquity H-Class Bio UPLC from Waters). Mouse bile samples were diluted to 1:100 and 1:1000 with ammonium acetate buffer 15 mM (pH = 8.0): (acetonitrile/methanol=75/25 v/v) = 50:50, v/v. A mixture of internal standards (6-Ethyl Cholic Acid and Tauro-6-Ethyl Cholic Acid) in methanol was added to the samples with a final concentration of  $2.5\text{ }\mu\text{M}$ .  $5\text{ }\mu\text{l}$  of sample was injected into the UPLC-ESI-MS<sup>2</sup> system. The UPLC is coupled to a XEVO TQD (Waters) triple quadrupole mass spectrometer, operating with negative ionization electrospray. BAs acquisition was performed in Multiple Reaction Monitoring mode (MRM). The analytical column was a UPLC CSH Phenyl-Hexyl Column (Waters)  $1.7\text{ }\mu\text{m}$ ,  $2.1 \times 75\text{ mm}$  protected by a guard column (Waters)  $2.1 \times 5\text{ mm}$ .

### *Bacterial DNA isolation and 16S rRNA Gene Sequencing and Analyses*

To isolate bacterial DNA, colonic contents were mixed with 250 µl 20% SDS (Ambion), 500 µl PB Buffer (Qiagen PCR Purification kit), 250 µl zirconia/silica beads (Biospec, 0.1mm diameter) and 550 µl phenol:chloroform:isoamyl alcohol (25:24:1, pH 7.9) (Sigma), and homogenized by bead beating (2 min bead beating, 2 min on ice, 2 min bead beating, Biospec Mini-Beadbeater-96). Homogenates were centrifuged at 8000 x g for 3 min at room temperature after which the aqueous phase was removed and applied to a Qiagen PCR purification column. DNA was purified from the aqueous phase according to the manufacturer's instruction with the addition of an extra wash with 750 µl Buffer PE. 16S rRNA gene sequencing of the V4 region using the Illumina MiSeq Platform (Illumina, 2x250bp paired-end reads) was performed as described previously [11].

Analyses of 16S rRNA data were performed with the QIIME™ 2 microbial community analysis pipeline using DADA2 [12, 13]. The statistical framework Analysis of Composition of Microbiomes with Bias Correction (ANCOM-BC) [14] in combination with the phyloseq package (1.34.0) and microbiomeutilities: Utilities for Microbiome Analytics (Version 1.00.09) [<https://microsud.github.io/microbiomeutilities/>] was used for the statistical analyses of microbiota composition.

### *Mucus layer measurements*

Mucus barrier function was determined in n=5 *Fxr-intKO* and *Fxr-livKO* and n=7 control mice, fed a 25kGy sterilized mouse breeding diet V1124 (Ssniff). Mice were sacrificed and a 1 cm piece of colonic tissue, 2 cm above the rectum, was dissected for mucus measurements. Tissue was prepared and mounted in a chamber as

described previously [11]. The tissue was visualized by adding Syto9 green fluorescent nucleic acid stain (ThermoFischer) at the apical side. After incubation for 10 minutes, the staining was removed and subsequently FluoSphere Crimson microbeads (1  $\mu\text{m}$ , ThermoFischer) diluted 30 times in Krebs mannitol buffer was added to the tissue, to measure mucus penetrability. The beads were allowed to sediment onto the mucus surface for 5 min, then the mucosal surface was gently washed with Krebs mannitol to remove excess microbeads. The apical chamber compartment was then filled with 1 ml Krebs mannitol. Tissue and microbeads were visualized by acquiring Z-stacks on a Zeiss AxioImager Z1 (Carl Zeiss, Germany) upright stand using a 20x/0.5 NA water dipping objective. For the fluorescent excitation an X-Cite 120 illuminator (metal-halide lamp) was used in combination with Zeiss filter cubes for GFP (Ex 470/40, Em 540/50) and Rhodamine (Ex 546/12, Em 602,5/65). An Apotome2 was used for optical sectioning (combining 5 images for each plane in the acquired z-stack) to enhance SNR by reducing the background signal (scattered out-of-focus light) and improving axial resolution. Images were acquired with a Zeiss AxioCam HRm (503 mono) and processed using Zen 2.6 Pro software.

The thickness of the impermeable inner mucus layer was quantified since the inner sterile mucus layer is representative of the barrier function. The thickness of the inner mucus layer is represented by the distance of fluorescent beads to the cell monolayer and was quantified using Fiji [12]. First, beads were identified in a maximum projection along the Z-dimension. Beads were separated by the Watershed algorithm. The 'analyze particles' module was used to identify individual beads (size 10-150 pixels, circularity 30-100%, exclusion of beads at image edges). Bead XY-coordinates, and size were recorded. The bead Z-coordinates were

determined in a XZ resliced Z-stack of the beads channel. For each bead a sum projection was generated of XZ images containing the bead and a rectangular selection was made spanning the bead width and full Z range. The peak of signal intensity within this selection, along the Z axis, was used as the bead Z-coordinate. The cell monolayer was identified in a XZ resliced Z-stack of the cellular signal. This was performed by thresholding median projections of each 10 pixels in the Y-dimension. Saturated regions and floating cells were excluded from analysis using a binary filter reconstruct from the Morphology package (G. Landini Software). The distance of a bead to the monolayer was determined as the vertical distance between the bead Z-coordinate and the monolayer in the same XZ slice. For comparison between the groups, the 10% quantile of distances of beads to the epithelial cells per mouse, was used and the differences between the groups were tested by a Students-T test using Graphpad Prism 8. For comparison of individual mice, a random subset of 130 beads was plotted per mouse.

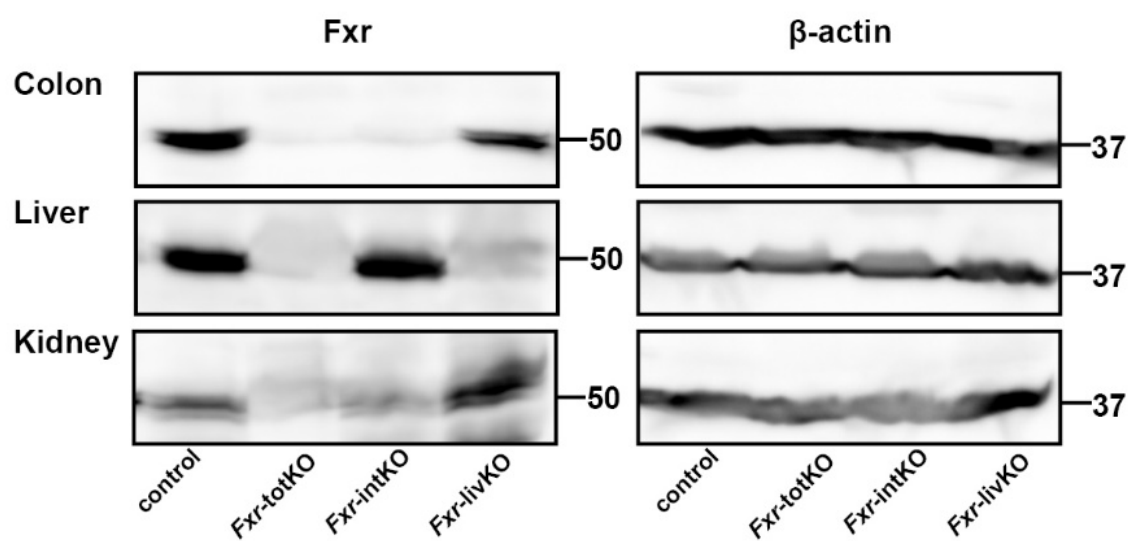

**Fig. S1. Western blot for Fxr and  $\beta$ -actin in colon, liver and kidney of control, *Fxr-totKO*, *Fxr-intKO* and *Fxr-livKO* mice.**

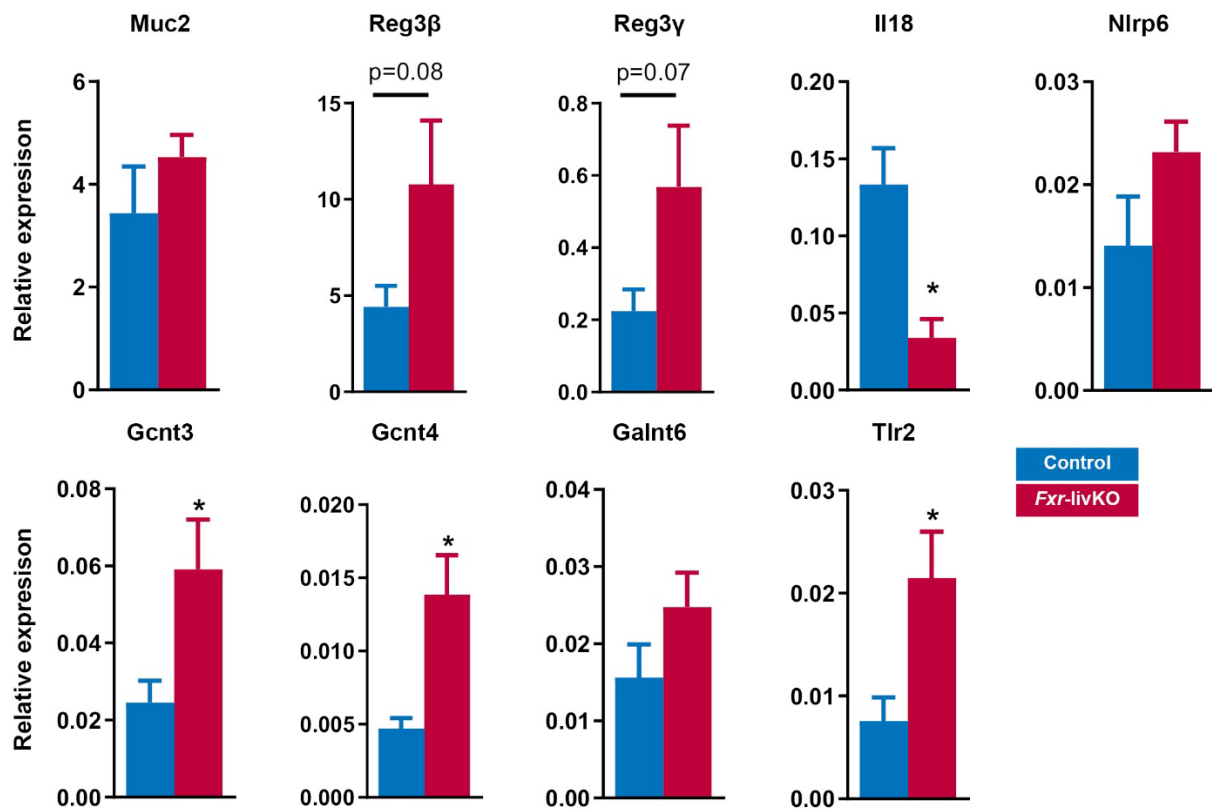

**Fig. S2. qPCR validation of key genes.** Data are represented as mean  $\pm$  SEM (n=6 for controls, n=5 for *Fxr-livKO*). Differences between *Fxr-intKO* and *Fxr-livKO* versus controls were tested by Students T-test and \* indicates significant differences ( $P < 0.05$ ).

**Table S1. Primer Sequences used for qPCR**

| <b>Gene</b>  | <b>Forward primer</b>  | <b>Reverse primer</b>    |
|--------------|------------------------|--------------------------|
| mCyclophilin | GGAGATGGCACAGGAGGAA    | GCCCGTAGTGCTTCAGCTT      |
| mFxr         | ACAGCTAATGAGGACGACAG   | GATTCCTGAGGCATTCTCTG     |
| mMuc2        | ATGCCCACCTCCTCAAAGAC   | GTAGTTTCCGTTGGAACAGTGAA  |
| mReg3b       | ATGCTGCTCTCCTGCCTGATG  | CTAATGCGTGCGGAGGGTATATTC |
| mReg3g       | GTATGGATTGGGCTCCATGA   | GATTCGTCTCCCAGTTGATG     |
| mIi18        | GACTCTTGCGTCAACTTCAAGG | CAGGCTGTCTTTTGTCAACGA    |
| mNlrp6       | GGCAGCAGGTAAGCTATACCA  | CGATTGGGTTGCGCCAGTA      |
| mGcnt3       | AGAGTTCCATCAACTGCTCAGG | TCTGCTGTCATCCTAAGGTAGTC  |
| mGcnt4       | TACGAGCACGAGCCTTTGG    | AGGGTCTGATAAACGTCACAGT   |
| mGalnt6      | AGGTGCTGTGAACAACATTAGG | CCCAGAAGGGTTTCAGCTCAG    |
| mTlr2        | GGGGCTTCACTTCTCTGCTT   | AGCATCCTCTGAGATTTGACG    |

**Table S2. Glycosyl hydrolases in Akkermansia and Turicibacter**

| <b>Glycosyl hydrolases</b>                |                                                        |                                       |                                           |                                                     |                                      |                                       |                        |
|-------------------------------------------|--------------------------------------------------------|---------------------------------------|-------------------------------------------|-----------------------------------------------------|--------------------------------------|---------------------------------------|------------------------|
| <b>Genus/<br/>species<br/>(# strains)</b> | <b>Alpha-N-<br/>acetyl<br/>galactosami<br/>nidases</b> | <b>Alpha-<br/>galactosi<br/>dases</b> | <b>Alpha-<br/>L-<br/>fucosid<br/>ases</b> | <b>Alpha-N-<br/>acetyl<br/>glucosam<br/>inidase</b> | <b>Beta-<br/>galactosi<br/>dases</b> | <b>Beta-<br/>hexosami<br/>nidases</b> | <b>Sialida<br/>ses</b> |
| Akkermansia<br>muciniphila<br>(1)         |                                                        | 1                                     | 1                                         | 1                                                   | 1                                    | 1                                     | 1                      |
| Turicibacter<br>(2)                       |                                                        | 2                                     | 2                                         |                                                     | 2                                    | 2                                     |                        |

## Supplementary file 1. RNA-seq alignments to mouse reference genome mm9 using Tophat

```
# Download mm9 reference genome (https://hgdownload.soe.ucsc.edu/goldenPath/mm9/bigZips/)
```

```
# index mouse reference genome  
bowtie2-build mm9.fa.gz mm9index
```

```
# align sample sequences to genome index  
tophat2 -G mm9genes.gtf -o SAMPLE_ID mm9index  
SAMPLE_ID_1.fastq.gz,SAMPLE_ID_2.fastq.gz,SAMPLE_ID_3.fastq.gz,SAMPLE_ID_4.fastq.gz
```

```
# Use cuffquant to quantify hits  
cuffquant mm9genes.gtf ./SAMPLE_ID/accepted_hits.bam
```

```
# rename abundance file to include sample ID in file name  
mv abundances.cxb SAMPLE_ID.cxb
```

```
# Differential expression using cufflinks  
# RNA seq expression level files  
# WT: 45.cxb,82.cxb,44.cxb  
# intestinal KO: 75.cxb,15.cxb,13.cxb  
# liver KO: 151.cxb,141.cxb,132.cxb  
# total KO: 60.cxb,3.cxb,2.cxb
```

```
# differential expression example for WT vs. Intestinal KO  
cuffdiff -o Wt-Intestine mm9genes.gtf 45.cxb,82.cxb,44.cxb 75.cxb,15.cxb,13.cxb
```

```
# open R  
R
```

```
# load necessary packages in R  
library(data.table)  
library(ggplot2)  
library(topGO)  
library(org.Mm.eg.db)  
library(hgu95av2.db)  
library(pheatmap)  
library(EnhancedVolcano)
```

```
# read in data  
# liver KO data  
liverKO <- fread("LiverKO-WT_gene_exp.diff")
```

```
# remove infinite fold changes  
liverKO <- liverKO[is.finite(liverKO$log2(fold_change)),]
```

```
# only use results with status OK  
liverKO <- liverKO[liverKO$status == "OK",]
```

```
# Volcano plot of differential expression  
EnhancedVolcano(liverKO,  
  lab = liverKO$gene,  
  x = 'log2(fold_change)',  
  y = 'q_value',  
  pCutoff = 0.05,  
  FCcutoff = 2,  
  title = 'Liver KO vs. WT',  
  subtitle = NULL,  
  ylab = bquote(~-Log[10]~italic(q-value)),
```

```

colAlpha = 1,
transcriptPointSize = 1,
gridlines.major = FALSE,
gridlines.minor = FALSE,
border = 'full',
legend = c("ns", "Log2 FC", "q-value", "q-value & Log2 FC"))

# Number of significantly different genes (q-value < 0.05) per KO model
signLiverKO <- liverKO[liverKO$q_value <= 0.05,]
signIntestinalKO <- intestinalKO[
  intestinalKO$q_value <= 0.05,]
signTotalKO <- totalKO[totalKO$q_value <= 0.05,]

# Get numbers for Venn diagram
# number of genes significantly different in all KO models
length(intersect(signLiverKO$gene,
  intersect(signIntestinalKO$gene, signTotalKO$gene)))
[1] 372
# number of genes significantly different in both liver and total KO, but not intestinal
length(setdiff(intersect(
  signLiverKO$gene, signTotalKO$gene),
  signIntestinalKO$gene))
[1] 1310
# number of genes significantly different in both liver and intestinal KO, but not total
length(setdiff(intersect(
  signLiverKO$gene, signIntestinalKO$gene),
  signTotalKO$gene))
[1] 61
# number of genes significantly different in both intestinal and total KO, but not liver
length(setdiff(intersect(
  signIntestinalKO$gene, signTotalKO$gene),
  signLiverKO$gene))
[1] 48
# Number of genes significantly different in liver but not intestinal or total
length(setdiff(signLiverKO$gene,
  union(signTotalKO$gene, signIntestinalKO$gene)))
[1] 1529
# Number of genes significantly different in intestinal but not liver or total
length(setdiff(signIntestinalKO$gene,
  union(signLiverKO$gene, signTotalKO$gene)))
[1] 94
# Number of genes significantly different in total but not liver or intestinal
length(setdiff(signTotalKO$gene,
  union(signLiverKO$gene, signIntestinalKO$gene)))
[1] 250

GO enrichment analysis
# define function to return top significant genes based on chosen cut-off of 0.05
topDiffGenes <- function(allScore) {
  return(allScore < 0.05)
}

# prepare liver KO data to test
geneListLiverKO <- liverKO$q_value
names(geneListLiverKO) <- liverKO$gene
sigGenesLiverKO <-
  names(geneListLiverKO)[topDiffGenes(geneListLiverKO)]

# GO enrichment liver
GO_L_BP <- new("topGOdata",

```

```

description = "top GO in liver KO, BP",
ontology = "BP",
allGenes = geneListLiverKO,
geneSel = topDiffGenes,
nodeSize = 10,
annot = annFUN.org,
mapping = "org.Mm.eg.db",
ID = "symbol")

```

```

# KS - often grabs more general GO terms
result_L_BP.ks <- runTest(GO_L_BP,
  algorithm = "weight01",
  statistic = "ks")

```

```

# Fisher's exact test - often grabs more specific/functional GO terms
result_L_BP.fisher <- runTest(GO_L_BP,
  algorithm = "weight01",
  statistic = "fisher")

```

```

# List both results in a table. Order by Fisher's test. Also show results for KS and the rank in KS.
allRes <- GenTable(GO_L_BP,
  KS = result_L_BP.ks,
  Fisher = result_L_BP.fisher,
  orderBy = "Fisher",
  ranksOf = "KS",
  topNodes = length(result_L_BP.ks@score),
  numChar=1000)

```

```

# Looking at genes in a specific GO term (or list of GO terms)
# select GO terms (comma separated list if multiple)
sel.terms <- c("GO:0009617")

```

```

# get the annotations
ann.genes <- genesInTerm(GO_L_BP, sel.terms)

```

```

# extract relevant genes from data set
sel.data <- liverKO[match(ann.genes$`GO:0009617`,
  liverKO$gene),]

```

```

# volcano plot of selected genes related to GO term
EnhancedVolcano(
  sel.data,
  lab = sel.data$gene,
  selectLab = sel.data$gene,
  drawConnectors = TRUE,
  x = 'log2(fold_change)',
  y = 'q_value',
  pCutoff = 0.05,
  FCcutoff = 1,
  colAlpha = 1,
  transcriptPointSize = 2,
  title = "response to bacterium (GO:0009617)",
  subtitle = "LiverKO",
  ylab = bquote(~-Log[10]~italic(q-value)),
  gridlines.major = FALSE,
  gridlines.minor = FALSE,
  border = 'full',
  legend = c("ns", "Log2 FC", "q-value", "q-value & Log2 FC"))

```

```

# load source data
sourceDataTmp <-
fread("/Users/smagnusdottir/Projects/noortje_volcano/201113_source_data.csv", skip = 1)

# normalize source data
sourceData <- t(as.matrix(sourceDataTmp[,
  2:ncol(sourceDataTmp)]))
sourceData <- as.data.frame(sourceData)
colnames(sourceData) <- sourceDataTmp$tracking_id
sourceData$samples <- rownames(sourceData)
sourceData$KOmodel <- c(
  "Fxr-intKO",
  "Fxr-intKO",
  "Fxr-intKO",
  "Fxr-totKO",
  "Fxr-totKO",
  "Fxr-totKO",
  "Fxr-livKO",
  "Fxr-livKO",
  "Fxr-livKO",
  "Control",
  "Control",
  "Control")

## normalize data according to Noortje's formula
sourceData.num <- sourceData[, 1:23956]
sourceData.cat <- sourceData[, 23957:23958]

# log2 of all signals
sourceData.num.log <- log2(sourceData.num)

# average of all wt signals per column
wtMeans <- colMeans(
  sourceData.num.log[sourceData.cat$KOmodel == "WT",])

# subtract average WT values from signals (log2)
sourceData.num.norm <- sourceData.num.log
for (i in 1:ncol(sourceData.num.log)){
  sourceData.num.norm[, i] <- sourceData.num.log[, i]
  - wtMeans[i]
}
sourceData.num.norm <- t(sourceData.num.norm)

# read in list of genes to plot in heatmap
fig2genes = fread("/Users/smagnusdottir/Projects/noortje_volcano/heatmap_fig_2b.csv", header =
FALSE)

# only WT, liver, and intestine
heatmap.data <-sourceData.num.norm[
  match(tolower(fig2genes$V1),
  tolower(rownames(sourceData.num.norm)))
  sourceData.cat$KOmodel %in% c("Control", "Fxr-intKO",
  "Fxr-livKO")]

# define model types
koModels <- data.frame(model = sourceData.cat$KOmodel[sourceData.cat$KOmodel %in%
c("WT", "IntestinalKO", "LiverKO")])
rownames(koModels) <- colnames(heatmap.data)

# define colors to match manuscript color palette

```

```
modelColors <- list(model = c(
  rgb(0/255, 115/255, 189/255), # Control
  rgb(255/255, 205/255, 52/255), # Fxr-intKO
  rgb(191/255, 0/255, 58/255)) # Fxr-livKO
)
names(modelColors$model) <- c("Control", "Fxr-intKO",
  "Fxr-livKO")
```

```
# set color palette for heatmap
```

```
paletteLength <- 50
```

```
myColor <- colorRampPalette(
  c("blue", "white", "red"))(paletteLength)
```

```
# define palette breaks based on data. Want max/min of data set to correspond to brightest
red/blue colors
```

```
myBreaks <- c(seq(min(heatmap.data), 0,
  length.out = ceiling(paletteLength/2) + 1),
  seq(max(heatmap.data)/paletteLength, max(heatmap.data),
  length.out = floor(paletteLength/2)))
```

```
# create heatmap
```

```
pheatmap(heatmap.data,
  annotation_col = koModels,
  annotation_colors = modelColors,
  color = myColor,
  breaks = myBreaks,
  cluster_cols = TRUE,
  fontsize_row = 12)
```

## Supplementary references

- [1] Kim D, Pertea G, Trapnell C, Pimentel H, Kelley R, Salzberg SL. TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. *Genome Biol* 2013;14.
- [2] Trapnell C, Hendrickson DG, Sauvageau M, Goff L, Rinn JL, Pachter L. Differential analysis of gene regulation at transcript resolution with RNA-seq. *Nat Biotechnol* 2013;31:46-53.
- [3] Alexa A, Rahnenfuhrer J. topGO: Enrichment Analysis for Gene Ontology. 2019.
- [4] R Development Core Team. R: A language and environment for statistical computing. Vienna, Austria: R Foundation for Statistical Computing; 2019.
- [5] Carlson M. org.Mm.eg.db: Genome wide annotation for Mouse. 2019.
- [6] Carlson M. hgu95av2.db: Affymetrix Human Genome U95 Set annotation data (chip hgu95av2). 2016.
- [7] Blighe K, Rana S, Lewis M. EnhancedVolcano: Publication-ready volcano plots with enhanced colouring and labeling. 2018.
- [8] Larsson J. eulerr: Area-Proportional Euler and Venn Diagrams with Ellipses. 2020.
- [9] Kojouharoff G, Hans W, Obermeier F, Mannel DN, Andus T, Scholmerich J, et al. Neutralization of tumour necrosis factor (TNF) but not of IL-1 reduces inflammation in chronic dextran sulphate sodium-induced colitis in mice. *Clin Exp Immunol* 1997;107:353-358.
- [10] de Boer JF, Verkade E, Mulder NL, de Vries HD, Huijkman N, Koehorst M, et al. A human-like bile acid pool induced by deletion of hepatic Cyp2c70 modulates effects of FXR activation in mice. *J Lipid Res* 2020;61:291-305.
- [11] Milona A, Owen BM, van Mil S, Dormann D, Matakı C, Boudjelal M, et al. The normal mechanisms of pregnancy-induced liver growth are not maintained in mice lacking the bile acid sensor Fxr. *Am J Physiol Gastrointest Liver Physiol* 2010;298:G151-158.
- [12] Schindelin J, Arganda-Carreras I, Frise E, Kaynig V, Longair M, Pietzsch T, et al. Fiji: an open-source platform for biological-image analysis. *Nature Methods* 2012;9:676-682.

# Supplementary material for: Ablation of liver Fxr results in an increased colonic mucus barrier in mice
**Source:** JHEP Rep. 2021 Aug 4;3(5):100344. doi: 10.1016/j.jhepr.2021.100344
**Supplement:** Multimedia component 2

## Journal of Hepatology

### CTAT methods

Tables for a “Complete, Transparent, Accurate and Timely account” (CTAT) are now mandatory for all revised submissions. The aim is to enhance the reproducibility of methods.

- Only include the parts relevant to your study
- Refer to the CTAT in the main text as ‘Supplementary CTAT Table’
- Do not add subheadings
- Add as many rows as needed to include all information
- Only include one item per row

If the CTAT form is not relevant to your study, please outline the reasons why:

|  |
|--|
|  |
|--|

#### 1.1 Antibodies

| Name                                             | Citation | Supplier                | Cat no.    | Clone no. |
|--------------------------------------------------|----------|-------------------------|------------|-----------|
| Anti-FXR Monoclonal antibody                     |          | Invitrogen              | A9033A     |           |
| peroxidase-conjugated rabbit anti-mouse antibody |          | Agilent Dako            | P0260      |           |
| Mouse- anti - $\beta$ -actin -HRP                |          | Santa cruz              | sc-47778   |           |
| rabbit anti-mouse/human Muc2 antibody            |          | Novus Biologicals,      | NBP1-31231 |           |
| HRP-conjugated goat anti-rabbit antibody         |          | Thermofisher Scientific | 31460      |           |

#### 1.2 Cell lines

| Name | Citation | Supplier | Cat no. | Passage no. | Authentication test method |
|------|----------|----------|---------|-------------|----------------------------|
|      |          |          |         |             |                            |

#### 1.3 Organisms

| Name                                                | Citation | Supplier                                              | Strain  | Sex                                     | Age        | Overall n number               |
|-----------------------------------------------------|----------|-------------------------------------------------------|---------|-----------------------------------------|------------|--------------------------------|
| <i>Fxr</i> - floxed mice (C57Bl6J <i>Fxr</i> fl/fl, | [1])     | kindly provided by K. Schoonjans, Ecole Polytechnique | C57Bl6J | M and F for breedings, M for experiment | 9-12 weeks | 13 in exp +8 for DSS treatment |

|                                                               |  |                                                                               |         |   |            |                          |
|---------------------------------------------------------------|--|-------------------------------------------------------------------------------|---------|---|------------|--------------------------|
|                                                               |  | Federale de Lausanne, Switzerland [1])                                        |         |   |            |                          |
| whole body <i>Fxr</i> - null mice ( <i>Fxr</i> -totKO),       |  | Crossing of floxed mice with Meox2-cre mice, stock 003755 Jackson Laboratory  | C57Bl6J | M | 9-12 weeks | 8                        |
| intestine-specific <i>Fxr</i> -null mice ( <i>Fxr</i> -intKO) |  | Crossing of floxed mice with Villin-Cre mice, stock 004586 Jackson Laboratory | C57Bl6J | M | 9-12 weeks | 13                       |
| liver-specific <i>Fxr</i> -null mice ( <i>Fxr</i> -livKO)     |  | Crossing of floxed mice with Alb-Cre mice, stock 003574 Jackson Laboratory    | C57Bl6J | M | 9-12 weeks | 10 + 6 for DSS treatment |

## 1.4 Sequence based reagents

| Name | Sequence | Supplier |
|------|----------|----------|
|      |          |          |

## 1.5 Biological samples

| Description | Source | Identifier |
|-------------|--------|------------|
|             |        |            |

## 1.6 Deposited data

| Name of repository | Identifier | Link                                                                                                                                    |
|--------------------|------------|-----------------------------------------------------------------------------------------------------------------------------------------|
| Geo DataSets       | GSE163157  | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE163157">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE163157</a> |

## 1.7 Software

| Software name    | Manufacturer | Version |
|------------------|--------------|---------|
| Graphpad Prism 8 |              |         |
| Fiji             | [2].         |         |
|                  |              |         |

## 1.8 Other (e.g. drugs, proteins, vectors etc.)

|  |  |  |
|--|--|--|
|  |  |  |
|  |  |  |

**1.9 Please provide the details of the corresponding methods author for the manuscript:**

S.W.C van Mil  
UMC Utrecht  
Dept of Molecular Cancer Research, Center for Molecular Medicine  
PO Box 85060  
3508 AB Utrecht  
The Netherlands  
+31-(0)887550005  

**2.0 Please confirm for randomised controlled trials all versions of the clinical protocol are included in the submission. These will be published online as supplementary information.**

Not applicable

## References

- [1] Milona A, Owen BM, van Mil S, Dormann D, Matakı C, Boudjelal M, et al. The normal mechanisms of pregnancy-induced liver growth are not maintained in mice lacking the bile acid sensor Fxr. *Am J Physiol Gastrointest Liver Physiol* 2010;298:G151-158.
- [2] Schindelin J, Arganda-Carreras I, Frise E, Kaynig V, Longair M, Pietzsch T, et al. Fiji: an open-source platform for biological-image analysis. *Nature Methods* 2012;9:676-682.

# Supplementary material for: Ablation of liver Fxr results in an increased colonic mucus barrier in mice
**Source:** JHEP Rep. 2021 Aug 4;3(5):100344. doi: 10.1016/j.jhepr.2021.100344
**Supplement:** Multimedia component 3

## ICMJE Form for Disclosure of Potential Conflicts of Interest

### Instructions

The purpose of this form is to provide readers of your manuscript with information about your other interests that could influence how they receive and understand your work. The form is designed to be completed electronically and stored electronically. It contains programming that allows appropriate data display. Each author should submit a separate form and is responsible for the accuracy and completeness of the submitted information. The form is in six parts.

#### 1. Identifying information.

#### 2. The work under consideration for publication.

This section asks for information about the work that you have submitted for publication. The time frame for this reporting is that of the work itself, from the initial conception and planning to the present. The requested information is about resources that you received, either directly or indirectly (via your institution), to enable you to complete the work. Checking "No" means that you did the work without receiving any financial support from any third party -- that is, the work was supported by funds from the same institution that pays your salary and that institution did not receive third-party funds with which to pay you. If you or your institution received funds from a third party to support the work, such as a government granting agency, charitable foundation or commercial sponsor, check "Yes".

#### 3. Relevant financial activities outside the submitted work.

This section asks about your financial relationships with entities in the bio-medical arena that could be perceived to influence, or that give the appearance of potentially influencing, what you wrote in the submitted work. You should disclose interactions with ANY entity that could be considered broadly relevant to the work. For example, if your article is about testing an epidermal growth factor receptor (EGFR) antagonist in lung cancer, you should report all associations with entities pursuing diagnostic or therapeutic strategies in cancer in general, not just in the area of EGFR or lung cancer.

Report all sources of revenue paid (or promised to be paid) directly to you or your institution on your behalf over the 36 months prior to submission of the work. This should include all monies from sources with relevance to the submitted work, not just monies from the entity that sponsored the research. Please note that your interactions with the work's sponsor that are outside the submitted work should also be listed here. If there is any question, it is usually better to disclose a relationship than not to do so.

For grants you have received for work outside the submitted work, you should disclose support ONLY from entities that could be perceived to be affected financially by the published work, such as drug companies, or foundations supported by entities that could be perceived to have a financial stake in the outcome. Public funding sources, such as government agencies, charitable foundations or academic institutions, need not be disclosed. For example, if a government agency sponsored a study in which you have been involved and drugs were provided by a pharmaceutical company, you need only list the pharmaceutical company.

#### 4. Intellectual Property.

This section asks about patents and copyrights, whether pending, issued, licensed and/or receiving royalties.

#### 5. Relationships not covered above.

Use this section to report other relationships or activities that readers could perceive to have influenced, or that give the appearance of potentially influencing, what you wrote in the submitted work.

#### Definitions.

**Entity:** government agency, foundation, commercial sponsor, academic institution, etc.

**Grant:** A grant from an entity, generally [but not always] paid to your organization

**Personal Fees:** Monies paid to you for services rendered, generally honoraria, royalties, or fees for consulting, lectures, speakers bureaus, expert testimony, employment, or other affiliations

**Non-Financial Support:** Examples include drugs/equipment supplied by the entity, travel paid by the entity, writing assistance, administrative support, etc.

**Other:** Anything not covered under the previous three boxes

**Pending:** The patent has been filed but not issued

**Issued:** The patent has been issued by the agency

**Licensed:** The patent has been licensed to an entity, whether earning royalties or not

**Royalties:** Funds are coming in to you or your institution due to your patent

## ICMJE Form for Disclosure of Potential Conflicts of Interest

### Section 1. Identifying Information

### Section 2. The Work Under Consideration for Publication

Did you or your institution **at any time** receive payment or services from a third party (government, commercial, private foundation, etc.) for any aspect of the submitted work (including but not limited to grants, data monitoring board, study design, manuscript preparation, statistical analysis, etc.)?

Are there any relevant conflicts of interest? ☐ Yes ☒ No

### Section 3. Relevant financial activities outside the submitted work.

Place a check in the appropriate boxes in the table to indicate whether you have financial relationships (regardless of amount of compensation) with entities as described in the instructions. Use one line for each entity; add as many lines as you need by clicking the "Add +" box. You should report relationships that were **present during the 36 months prior to publication**.

Are there any relevant conflicts of interest? ☐ Yes ☒ No

### Section 4. Intellectual Property -- Patents & Copyrights

How the deposited data were processed for this re-analysis (not part of the article)

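RNA sequencing of colonic scrapings from 12 male mice was analysed, 3 in each of 4 groups. The groups were the controls (mice 44, 45 and 82), the *Fxr*-intKO (13, 15 and 75), the *Fxr*-livKO (132, 141 and 151) and the *Fxr*-totKO (2, 3 and 60). Mice were assigned to groups by their numbers and genotypes in the sample labels. *Xist* was at most 19.5 and *Ddx3y* at least 279 in every mouse, as in male tissue. Proximal and distal colon were scraped and pooled by the authors, and the paper states that the scrapings hold the epithelial lining and lamina propria but not the muscle layer. No label gives a sequencing or library batch.

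The authors aligned the reads to mm9 with TopHat and quantified RefSeq genes with the Cufflinks suite under default parameters. The deposited values are a signal per gene and mouse, an estimated read count that the authors divided by 1 size factor per library, for 23956 genes. The paper's text does not name the program that wrote the table or say whether the counting used strand, so values of antisense and overlapping genes are uncertain. The values are not raw counts, and the quasi-likelihood test and DESeq2 were not applied to them. Limma-voom was applied to the values only as an alternative. Low values were close to whole multiples of 1 step per library in at least 98.6% of cases, and the summed values divided by that step estimate the reads per library. They ranged from 5538042 to 8945931 (median 7002061) in the controls, from 5944631 to 8676142 (median 8013870) in the *Fxr*-livKO, from 6530989 to 8326508 (median 8187392) in the *Fxr*-intKO and from 5944055 to 7658243 (median 7397303) in the *Fxr*-totKO. A gene at or under 3 estimated reads in every mouse of a group was treated as at the floor, and its change was taken as a bound. The floor covers counting error alone.

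Groups were compared in R 4.3.3 with limma 3.58.1 (lmFit, and eBayes with a trend) on log2(value + 1), with the deposited scaling. Each knockout was compared with the controls in a fit of these 6 mice, over genes with a mean of at least 10. Direct differences between knockouts used all 12 mice in one fit. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05. An exact permutation test of 3 mice against 3 cannot give a two-sided p below 0.1. Lists of genes were tested with camera and with fry, and their p values were adjusted over the lists of each comparison. Camera asks whether a list moved up or down more than the other genes tested, and presets a correlation of 0.01 between genes. Fry asks whether a list moved up or down at all, and presets no correlation. Genes were placed on mm9 with the GENCODE annotation of that build.

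The lists were the FXR-related genes of Fig. 1D, the genes displayed in Fig. 3B and Fig. 3C, and marker lists for epithelium, goblet cells, smooth muscle, fibroblasts, endothelium, neurons and glia, macrophages, B cells, T cells, adipocytes, pancreas, liver, ileum, proximal colon and distal colon. Genes named in the text are those the paper names for RNA sequencing in its text and in Fig. 1D, 3B, 3C and 5D, members of the marker lists, and the largest changes. The latter are the 5 largest rises and 5 largest falls per comparison with the controls among called genes with a mean of at least 100 in the higher group and no overlap between the mice.

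The groups, the tests, the rule for named genes, the lists and the alternatives below were set before the data were examined. The alternatives were TMM factors, upper-quartile factors, scaling to the summed values of the epithelium list, no filter on low values, a mean of at least 50, a pseudocount of 0.1 or 5, limma-voom on the values, all 12 mice in one fit (or, for the direct differences, only the 2 groups), and each mouse left out in turn. Limma-voom on reads estimated from the step of each library was added after seeing the data. The choice of which comparisons to give for each named gene was also made after the data were seen.

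The steps were tested on simulated data drawn from the means and sizes of these libraries with a dispersion of 0.05. Of 13256 genes tested, 162 were called, 12 of which had not been changed. Among changed genes, 94.1% of 102 genes changed 4-fold and 55.1% of 98 genes changed 2-fold were recovered. A test of trends within groups, run on 3000 simulated genes, gave a rank correlation of 0.85 with a planted relation and 0.0015 without.

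The mice given dextran sulfate sodium, the intestinal permeability and protein measurements of the study, and the complete gene ontology annotation were not analysed here. Values of single exons were not used here.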

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

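The tests of library depth, GC content, abundant genes, scaling, the *Hox* genes, trends within groups and stroma were chosen only after the result was seen. So were the regroupings of mice for single counts, the limit on pancreas and fat, and the requirement that a list pass under both camera and fry. The remaining tests, on muscle share, on the shares of proximal and distal colon, on ileum, on the amounts of pancreas and fat, on spread and on regrouping for the larger number of genes, were chosen before.

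Marker lists of cell types and regions, most of whose genes the paper does not name or display, differed from the controls. The paper mentions regulated cell-type markers within its response to bacterium genes, and ileal target genes of FXR. In scrapings of the *Fxr*-livKO, the median log2 fold change was -6.58 for smooth muscle (8 of 10 genes called), -4.15 for liver (2 of 3), -4.0 for endothelium (7 of 7), -3.85 for distal colon (9 of 10), -3.63 for neurons and glia (4 of 6), -3.61 for fibroblasts (9 of 9), -3.43 for B cells (5 of 6) and -2.0 for macrophages (6 of 8). It was 2.03 for proximal colon (6 of 8 called, 4 of them higher), 1.99 for ileum (8 of 12), 1.18 for T cells (4 of 5) and 0.37 for epithelium (4 of 14). Adjusted over the list alone, the counts were 9, 2, 7, 10, 6, 9, 6 and 7 for the lower lists and 6, 9, 4 and 4 for the higher ones. With genes at the floor set to their bound on the same log2 scale, the median was -6.34 for smooth muscle, -3.68 for distal colon, -3.44 for endothelium and -2.26 for neurons and glia, and it did not move for the other lists. Adjusted p ranged from 1.27e-05 to 0.0421 under camera and from 4.73e-04 to 0.0285 under fry (limma with Benjamini-Hochberg adjustment). Goblet cells (-0.06) and adipocytes (-0.39) passed under neither test, and pancreas (-1.35, 1 of 2 called) under fry alone. With single mice left out, the adipocyte median ran from -1.13 (without control mouse 82) to 0.11 (without control mouse 44) and that of goblet cells from -0.20 (without control mouse 44) to 0.015 (without *Fxr*-livKO mouse 141). Without a filter on low values the pancreas median was 0.28.

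Several of these calls under fry depended on the setting or on single mice. Smooth muscle was not past the threshold with limma-voom, nor without control mouse 44 (-6.33) or *Fxr*-livKO mouse 132 (-6.62), 141 (-6.57) or 151 (-6.49). The same held for neurons and glia with limma-voom and without control mouse 44 (-3.28) or *Fxr*-livKO mouse 132 (-3.76), 141 (-3.58) or 151 (-3.56), and their median with pseudocount 5 was -2.15. Macrophages lost their call with limma-voom and without *Fxr*-livKO mouse 132 (-2.07), 141 (-1.78) or 151 (-2.10). B cells lost it with limma-voom and without control mouse 82 (-3.20), *Fxr*-livKO mouse 132 (-3.01) or *Fxr*-livKO mouse 151 (-3.27). Fibroblasts lost it with limma-voom, T cells with scaling to epithelial genes and without a filter, and epithelium with all 12 mice in one fit and without *Fxr*-livKO mouse 132 (0.35). The epithelium median was 0.22 without control mouse 45 and 0.07 with scaling to epithelial genes, where that list sets the scale. The distal colon (-4.56 to -3.09), proximal colon (1.52 to 2.28), ileum (1.28 to 2.51), endothelium (-4.28 to -3.19) and liver (-4.44 to -1.03) lists passed under fry in every setting run, the last at -1.03 without a filter.

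Compared with the controls, the *Fxr*-totKO differed in the lists for fibroblasts (-2.97, 7 of 9 genes called), endothelium (-2.23, 4 of 7), distal colon (-2.17, 2 of 10), macrophages (-1.57, 1 of 8), proximal colon (1.76, 4 of 8) and ileum (0.76, 6 of 12). Adjusted over the list alone, the counts were 9, 7, 8, 8, 5 and 8. Adjusted p ranged from 3.31e-06 to 0.00692 under camera and from 0.0143 to 0.0473 under fry (limma with Benjamini-Hochberg adjustment). None of these 6 lists passed under fry without control mouse 44, *Fxr*-totKO mouse 2 or *Fxr*-totKO mouse 3. In fits without a single mouse, medians moved most for ileum, to 1.27 without *Fxr*-totKO mouse 2 and 1.13 without control mouse 44. The proximal colon median moved to 0.99 without *Fxr*-totKO mouse 2, and that of macrophages to -0.96 without control mouse 45. Without control mouse 82 the distal colon (-2.31), fibroblast (-3.16), ileum (0.61) and macrophage (-1.81) lists did not pass, nor distal colon without control mouse 45 (-1.92), nor fibroblasts (-2.77) and macrophages (-1.51) without *Fxr*-totKO mouse 60. Scaling to epithelial genes removed the call under fry for all of these lists but proximal colon. Endothelium, fibroblasts and macrophages also lost it with limma-voom, and distal colon with limma-voom on estimated reads. Fibroblasts, ileum and macrophages lost it without a filter on low values, macrophages with pseudocount 5 and ileum with all 12 mice in one fit. The ileum median was 0.26 without a filter and 1.41 with a mean of at least 50. Smooth muscle (-4.50), neurons and glia (-3.40, or -2.82 with bounds), B cells (-1.50), T cells (0.74) and epithelium (0.21) passed under camera alone, pancreas (-0.51) under fry alone, and liver (-2.18), goblet cells (0.11) and adipocytes (0.12) under neither. Smooth muscle (-5.96) and neurons and glia (-4.45) passed under fry without control mouse 82, and liver without *Fxr*-totKO mouse 60. With all 12 mice in one fit these 3 lists passed as well, and liver also with a mean of at least 50. The B cell median was -2.47 without control mouse 44 and -0.96 without 45, that of T cells 0.42 without *Fxr*-totKO mouse 2, and that of epithelium 0.13 without *Fxr*-totKO mouse 2 and 0.33 without 60. Adipocytes ran from -0.63 (without control mouse 82) to 0.89 (without 44) and goblet cells from -0.034 (without control mouse 44) to 0.26 (without 45).

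The *Fxr*-intKO had 0 genes called in every marker list, with at most 5 genes of a list at an unadjusted p under 0.05. Adjusted over the list alone, 5 of 6 genes of neurons and glia were called, and 1 gene each of the distal colon, ileum, liver and pancreas lists. Their medians ran from -3.00 for neurons and glia (-2.37 with bounds) and -2.36 for smooth muscle, which passed under camera alone, to 0.94 for proximal colon. Neurons and glia passed under fry without control mouse 82 (-3.97). The smooth muscle median was -1.26 without control mouse 45 and -3.75 without 82, and that of proximal colon 0.59 without control mouse 45 and 0.39 without *Fxr*-intKO mouse 75. The other medians lay between -0.92 and 0.11, and single mice changed the sign of several of them. Differences between knockouts in these lists were not tested.

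The colon of the controls expressed most genes of these lists, so a list is no proof of its cell type. A control mean of at least 10 was found for all 10 smooth muscle, 7 endothelium, 9 fibroblast, 8 neuron and glia, 8 B cell, 8 proximal colon, 14 epithelium and 9 goblet cell genes. The same was true of 10 of 13 distal colon genes, 8 of 9 macrophage, 5 of 8 T cell, 7 of 8 adipocyte, 13 of 18 ileum, 3 of 8 liver and 2 of 13 pancreas genes. No gene is in more than 1 list. The study displays 3 of the macrophage genes, 2 of the ileum genes and 1 gene each of the epithelium and goblet cell lists. The mean fell from 8615 in the controls to 24.6 in the *Fxr*-livKO for *Myh11*, from 1312 to 60.1 for *Col3a1*, from 227 to 18.3 for *Pecam1*, from 88.2 to 2.30 for *Uchl1*, from 422 to 68.4 for *Lyz2*, from 85.8 to 5.21 for *Cd79a*, from 244 to 13.5 for *Trf*, from 1767 to 227 for *Cela1* and from 2558 to 45.6 for *Hoxb13*. It rose from 2874 to 8296 for *Apob*, from 37.0 to 66.3 for *Lck* and from 27406 to 36169 for *Krt8*. In the proximal list *Cyp2c55* rose from 3366 to 15664, while *Mptx1* fell from 12525 to 786. The means of *Myh11*, *Col3a1* and *Hoxb13* in the *Fxr*-totKO were 152, 160 and 772.

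For the lower smooth muscle, fibroblast, endothelium and neuron lists in the *Fxr*-livKO, the tables argue against the authors' scaling of the libraries. With libraries scaled to epithelial genes the highest of the 4 medians was -3.84. A candidate explanation is that less of the tissue beneath the epithelium was scraped. The paper states that the muscle layer was not part of the scrapings, while *Myh11* ran from 353 to 20349 in the controls. Within the other 3 groups, in which genotype is held constant, the smooth muscle score followed the mean of the 3 other scores over the 9 mice (Pearson 0.864, Spearman 0.867, exact permutation p = 0.0324 for both, 216 arrangements, the only relation of this kind computed). Without control mice 82 and 45, the farthest from the median, Pearson's r was 0.730. For the genes called lower as a whole this stays open. The slope of each gene on less smooth muscle within those groups had a rank correlation of 0.316 with its log2 fold change in the *Fxr*-livKO, across 12722 genes, which are not independent replicates. In 100 permutations the highest value was 0.399 (permutation p = 0.0693, adjusted p = 0.0792 over the pair of scores tested, Benjamini-Hochberg). A lower amount of this tissue caused by the genotype was not tested and stays open.

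Less tissue beneath the epithelium does not account for rises in the proximal colon list of the *Fxr*-livKO. It therefore cannot be the whole cause of the opposite moves of the distal and proximal colon lists. Whether it added to the fall of the distal list was not tested. *Hoxb6*, *Hoxb8* and *Osr2*, transcription factor genes of the proximal list, were called higher in every setting run, and less of a tissue lowers its genes. The lowest of them was *Hoxb6*, at 2.21 as deposited, 1.90 with scaling to epithelial genes and 1.72 without control mouse 45. *Hoxb8* overlaps *Hoxb7*, so its value is uncertain. A different share of proximal and distal colon in the scrapings might explain the moves. The slope of each gene on the proximal minus distal score within the other 3 groups had a rank correlation of 0.402 with its log2 fold change in the *Fxr*-livKO, across 12734 genes. The highest of 100 permutations was 0.480 (permutation p = 0.0792, adjusted p = 0.0792, Benjamini-Hochberg), so this test leaves the share of regions and a change of regional genes by genotype open, and they cannot be told apart here. Of 3451 genes called in the *Fxr*-livKO, 75.2% had the sign of that slope, as had 39 of 51 called genes that the paper names or displays. Over all 12734 genes the share was 64.8%. No expected value is given for these shares, so they do not settle the question.

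More genes were called in the *Fxr*-livKO than in the other knockouts, and direct differences between knockouts were found as well, with 1559 genes called between *Fxr*-livKO and *Fxr*-intKO and 79 between *Fxr*-livKO and *Fxr*-totKO. Without *Fxr*-intKO mouse 13 the former was 451 and without *Fxr*-intKO mouse 75 it was 2492, and the latter was 15 without *Fxr*-livKO mouse 151 and 124 without *Fxr*-intKO mouse 75. A smaller share of muscle and other tissue outside the epithelium is argued against as the whole cause, since 302 genes were called more than 2-fold higher in the *Fxr*-livKO after scaling to epithelial genes. That scaling lowered the number of genes called higher from 1671 to 609. For ileal tissue the values conflict. Of *Fabp1*, *Fabp2*, *Apoa1* and *Apoa4*, 1 gene was called higher, *Fabp2* (2.41), while *Apoa1* stood at -1.34, and *Fabp1* and *Apoa4* reached at most 7.81 and 1.19 in the *Fxr*-livKO. *Apoa1* was called lower without control mouse 82 (-2.70), but leaving out 1 mouse could also bring it to -0.30. On the other side, 8 of the 12 ileum genes tested rose, and the median of that list was 1.99. *Fabp6* and *Slc10a2*, given above, rose as well. The named genes and the list as a whole point different ways, so ileal tissue in the scrapings stays open. Pancreas and fat genes made up at most 0.0616% of the summed values of any library.

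Further technical explanations of the larger number of genes are argued against as whole causes. The *Fxr*-livKO count was 3403 with every library thinned to 5538042 reads, 3451 with the trend on GC content removed (3310 for the same 11741 genes without the removal), 3570 with libraries scaled by the total without the 50 most abundant genes, and at least 3468 under the other scalings. The *Fxr*-intKO count was 0 in each of the first 3 checks, against 1171 genes at an unadjusted p under 0.05 as deposited. The *Fxr*-livKO mice differed less among themselves, with a median SD of log2 values of 0.170. It was 0.238 in the controls, 0.309 in the *Fxr*-intKO and 0.267 in the *Fxr*-totKO. A smaller spread can add to the number of calls, and how much it added was not tested. However, the SD of the log2 fold changes was also larger in the *Fxr*-livKO, 1.16 compared with 0.53 in the *Fxr*-intKO and 0.88 in the *Fxr*-totKO. A different share of proximal and distal colon could go with the larger number, given the median of -3.85 in the distal list and the opposite median of the proximal list. In the proximal list 4 genes were called higher, but *Mptx1* and *Aqp4* were called lower. The proximal score of *Fxr*-livKO mouse 151 (8.51) was below that of control mouse 45 (8.74). How many of the calls a different share of the regions accounts for was not measured. A biological difference between the genotypes stays open and was not tested apart from it, and the level of *Nr1h4* gives no check of the label *Fxr*-totKO.

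Regrouping the mice could not settle these counts, because 3 mice against 3 make 10 groupings. Only the real grouping, 1 of 10, gave as many genes called in the *Fxr*-livKO, in the *Fxr*-totKO, between *Fxr*-livKO and *Fxr*-intKO and between *Fxr*-livKO and *Fxr*-totKO, and as many genes of Fig. 3B and of Fig. 3C in the *Fxr*-livKO. The other groupings gave at most 1 gene in these comparisons of all genes. The *Fxr*-intKO counts were 0 over all genes (1171 unadjusted), over Fig. 3B (10 unadjusted) and over Fig. 3C (4 unadjusted). For these, all 10 groupings gave as many, which was certain beforehand because no count can be below 0. Regrouping therefore says nothing about them.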

How the results depend on the processing

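Limma-voom on reads estimated from the step of each library was chosen after seeing the data, as were the tests of reads, GC content and scaling given elsewhere. Alternatives of raw-count type (the quasi-likelihood test and DESeq2) were not run, because the values are already scaled. No paired analysis was possible because the groups share no replicate numbers.

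The number of genes called in the *Fxr*-livKO was between 2379 and 3736 under the other settings. Of the 2379 genes called with limma-voom on the values 2377, and of the 3736 called with scaling to epithelial genes 2445, were among the 3507. Across the fits that each left out 1 mouse it was from 2049 to 3998, and without *Fxr*-livKO mouse 132 (2049) or 151 (2157) it was more than 1.5 times lower. The share of *Fxr*-livKO genes called in no other knockout was between 56.4% and 90.9%, and between 71.6% and 98.3% with 1 mouse left out. The count for Fig. 3B in the *Fxr*-livKO was between 25 and 33, or 22 to 33 with 1 mouse left out. In the *Fxr*-intKO, the counts for Fig. 3B and Fig. 3C were 0 under every setting (10 and 4 genes at an unadjusted p under 0.05 as deposited).

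Other counts moved by more than 1.5 times. With limma-voom on the values, 262 genes were called in the *Fxr*-totKO, all among the 641, 810 between *Fxr*-livKO and *Fxr*-intKO, 808 of which were among the 1559, and 15 between *Fxr*-livKO and *Fxr*-totKO, all among the 79. With limma-voom on estimated reads these counts were 259, 795 and 6. Without a filter, where more genes were tested, they were 341 in the *Fxr*-totKO and 28 between *Fxr*-livKO and *Fxr*-totKO. The *Fxr*-livKO count did not fall without a filter (3651). With all 12 mice in one fit, 1418 genes were called in the *Fxr*-totKO, including 598 of the 641, and 1 in the *Fxr*-intKO. Scaling to epithelial genes gave 41 genes between *Fxr*-livKO and *Fxr*-totKO and 4 genes of Fig. 3C in the *Fxr*-livKO, and pseudocount 5 gave 38 genes between *Fxr*-livKO and *Fxr*-totKO. Fitting only the 2 groups gave 79 genes between *Fxr*-livKO and *Fxr*-totKO again, of which 40 were shared. The number of marker list tests past the threshold under fry was 20, and 13 with scaling to epithelial genes, 12 with limma-voom on the values and 11 on estimated reads. The cause of these changes was not tested.

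Leaving out single mice gave 0 to 43 genes in the *Fxr*-intKO (43 without control mouse 82) and 54 to 970 in the *Fxr*-totKO (54 without control mouse 44, 403 without 45, 970 without 82, 101 without *Fxr*-totKO mouse 2 and 58 without 3). It gave 451 to 2492 genes between *Fxr*-livKO and *Fxr*-intKO (451 without *Fxr*-intKO mouse 13, 725 without 15 and 2492 without 75, and 734, 672 and 747 without *Fxr*-livKO mouse 132, 141 and 151). Between *Fxr*-livKO and *Fxr*-totKO it gave 15 to 124 genes (15, 21 and 25 without *Fxr*-livKO mouse 151, 132 and 141; 33 and 36 without control mouse 44 and 82; 36, 23 and 32 without *Fxr*-totKO mouse 2, 3 and 60; 124 without *Fxr*-intKO mouse 75). For Fig. 3C in the *Fxr*-livKO it gave 7 to 13 genes (7 without control mouse 44 or *Fxr*-livKO mouse 132 or 151), and for the marker list tests 11 to 20 (11 without control mouse 44, 13 without *Fxr*-totKO mouse 2 or 3). Fewer mice lower the number of calls by construction. Where leaving out a mouse raised it, the cause was not tested.

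Of 128 results for single genes, 65 kept their direction and side of the threshold under every setting and 12 changed direction under at least 1. In the *Fxr*-livKO, *Gbp3* ran from -0.20 (without *Fxr*-livKO mouse 151) to 1.72 (without 141), and was -0.10 without 132. The range in the *Fxr*-intKO with 1 mouse left out was -0.23 (without 75) to 0.55 for *Slc51a*, -0.64 to 0.33 (without 13) for *Slc51b*, -0.044 (without 75) to 0.84 for *Tlr2*, -0.0605 (without 75) to 0.45 for *Tlr3* (-0.03 without 13), -0.77 to 0.18 (without 75) for *Muc1*, -0.0597 (without 75) to 0.80 for *Cdx2*, -0.90 to 0.22 (without 15) for *Nlrp6* and -0.25 to 0.023 (without 15) for *Casp1* (0.0055 without control mouse 82).

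The range in the *Fxr*-totKO was -0.53 to 0.030 (without *Fxr*-totKO mouse 3) for *Nr1h4*. *Slc51b* ran from -0.52 (without *Fxr*-totKO mouse 2) to 0.30 (without 60), and was -0.034 with upper-quartile factors, -0.26 with scaling to epithelial genes, -0.04 without control mouse 44 and -0.08 without 82. *Reg3g* ran from -0.36 (without control mouse 82) to 0.69 (without 45), and was -0.15 with scaling to epithelial genes, -0.01 without control mouse 44 and -0.03 without *Fxr*-totKO mouse 2. None of these changes of direction was of a called gene, and their cause was not tested. Counted once per gene result and fit, a call was lost 82 times and gained 19 times with 1 mouse left out, and lost 74 times and gained 11 times under the other settings.

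The estimated depth of 5538042 to 8945931 reads limits genes near the filter, where a mean of 10 rests on few reads. For a gene at the floor, such as *Lmod1* of the muscle list in the *Fxr*-livKO, the depth allows only a bound on the change, and its fitted fold change is no such bound.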

Differences from the paper's values

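The paper's share of *Fxr*-livKO genes that differed in no other knockout is 47%, compared with 82.3% here. Of the alternatives set before the data were examined, all 12 mice in one fit gave 56.4%, within 1.5 times of the paper's share, and none of the others closed the gap. In the paper's Supplementary file 1, 372 genes differed in all 3 knockouts, compared with 0 here (1171 genes in the *Fxr*-intKO at an unadjusted p under 0.05), 1 with all 12 mice in one fit and 43 without control mouse 82. The paper's counts that include the *Fxr*-intKO are 61 genes shared with the *Fxr*-livKO, 48 shared with the *Fxr*-totKO and 94 in the *Fxr*-intKO alone, compared with 0 each here. None of the alternatives set before the data were examined closed these gaps. The totals in the paper's abstract are also larger than those here, 0 in the *Fxr*-intKO and 641 in the *Fxr*-totKO. For the *Fxr*-totKO, all 12 mice in one fit came nearest (1418). Those totals fit Supplementary file 1 only if its counts of 94 and 250 for single knockouts change places. Which of the 2 knockouts each count belongs to is therefore uncertain.

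The paper's count shared by *Fxr*-livKO and *Fxr*-totKO alone is 1310, compared with 622 here. All 12 mice in one fit (1219) and the fit without control mouse 82 (901) came within 1.5 times, and none of the other alternatives set before the data were examined did. Some moved away from the paper's count, to 53 without control mouse 44, 58 without *Fxr*-totKO mouse 3, 99 without *Fxr*-totKO mouse 2, 399 without control mouse 45, 333 without a filter and 255 with limma-voom on the values. For the *Fxr*-livKO alone the paper's count is 1529, compared with 2885 here. A mean of at least 50 (2213), limma-voom on the values (2124), all 12 mice in one fit (1575) and the fits without *Fxr*-livKO mouse 132 (1467), 141 (1861) or 151 (1568) came within 1.5 times, and none of the other alternatives set before the data were examined did. Limma-voom on estimated reads, chosen after seeing the values, gave 2161. For the *Fxr*-totKO alone the paper's count in Supplementary file 1 is 250, while Fig. 2D displays a smaller number for this region, compared with 19 here, and 198 with all 12 mice in one fit. Leaving out single mice gave 0 (without *Fxr*-totKO mouse 3) to 73 (without *Fxr*-totKO mouse 60). None of the other alternatives set before the data were examined closed the gap to 250. If 94 is the paper's count for the *Fxr*-totKO alone, the 73 without *Fxr*-totKO mouse 60 is nearer to it than the 198.

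The paper marks about 6 genes of Fig. 3B (read by eye) as changed in the *Fxr*-intKO, compared with 0 here (10 at an unadjusted p under 0.05). It marks about 4 genes of Fig. 3C (read by eye) in the *Fxr*-intKO, compared with 0 here (4 at an unadjusted p under 0.05). None of the alternatives set before the data were examined closed either gap.

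Fig. 3B marks *Cd68*, *Saa1*, *Gbp3* and *Nlrc5* as changed in the *Fxr*-livKO, and they were not called here, with log2 fold changes of -1.38, -0.97, 0.47 and 0.88. *Cd68* was called with scaling to epithelial genes (-1.67) and without control mouse 82 (-1.85), and *Saa1* with that scaling (-1.28) and without control mouse 45 (-1.21) or *Fxr*-livKO mouse 141 (-1.43). Without *Fxr*-livKO mouse 141, *Gbp3* (1.72) and *Nlrc5* (1.70) were called. *Nlrc4*, which the figure does not mark in the *Fxr*-livKO, was called here (0.42, adjusted p = 0.0459, limma with Benjamini-Hochberg adjustment). It was not called with upper-quartile factors (0.37), scaling to epithelial genes (0.12), no filter, limma-voom or all 12 mice in one fit, nor without control mouse 44 (0.34), control mouse 45 (0.41), *Fxr*-livKO mouse 132 (0.48), 141 (0.42) or 151 (0.36).

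The figures mark *Reg3b*, *Reg3g*, *Tlr5*, *Nlrc4*, *Il18* and *Slc10a2* (Fig. 3B) and *C1galt1*, *Gcnt4*, *Gcnt3* and *St3gal2* (Fig. 3C) as changed in the *Fxr*-intKO. Here their log2 fold changes were -1.72, -1.38, 1.25, 0.68, -0.85, 0.93, 0.78, 1.54, 1.07 and -1.58, and none was called under any setting run. The text also gives *Reg3b* and *Reg3g* as decreased in this knockout. In Fig. 1D *Fabp6* is marked in the *Fxr*-intKO, where it stood at -2.94 here and was called with all 12 mice in one fit and without control mouse 82 (-3.35). *Slc10a2* is marked there in the *Fxr*-intKO too (0.93 here, as above), and *Slc51a* in the *Fxr*-totKO (0.74, not called under any setting run).

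The paper describes the rise of *Tlr2*, *Tlr3* and *Tlr5* as specific for the *Fxr*-livKO. Here the direct difference from the *Fxr*-intKO was past the threshold for *Tlr2* (1.36) but not for *Tlr3* (1.05) or *Tlr5* (0.68). That difference was called for *Tlr3* with only the 2 groups in the fit and without *Fxr*-intKO mouse 75 (1.23), *Fxr*-totKO mouse 2 (1.05) or *Fxr*-totKO mouse 60 (1.05), and for *Tlr5* without *Fxr*-intKO mouse 75 (0.98). For *Tlr2* it was lost with scaling to epithelial genes (1.06) and with only the 2 groups in the fit. It was also lost there without *Fxr*-intKO mouse 13 or 15 or *Fxr*-livKO mouse 141 or 151. *Tlr2* was called in the *Fxr*-totKO as well, but not without control mouse 44 (1.44) or *Fxr*-totKO mouse 3 (1.44). In the clustering of Fig. 3B 1 *Fxr*-intKO mouse sits among the controls, whereas here the 3 clusters were the 3 groups. Supplementary file 1 subtracts the control mean and does not scale each gene, whereas each gene was scaled here. The clusterings therefore weigh genes differently, and whether this caused the difference was not tested.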

Other observations

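No test in this part was planned before the result was seen. The first principal component of the log2 values held 56.5% of the variance and placed the groups in the order controls (-96.6 to -30.7), *Fxr*-intKO (-52.7 to -1.20), *Fxr*-totKO (16.5 to 42.9) and *Fxr*-livKO (61.1 to 70.4), with overlap between the controls and the *Fxr*-intKO. The second component held 9.74%. The controls were spread widely along the first component, and their values of *Myh11* ran from 353 to 20349, while the 3 *Fxr*-livKO mice were between 18.9 and 34.7. No biological explanation of this spread was tested.

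Of the epithelium list, the largest log2 fold change in the *Fxr*-livKO was 1.18, and 415 genes were called above it.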
